# Regulation of cleavage embryo genes upon DRP1 inhibition in mouse embryonic stem cells

**DOI:** 10.3389/fcell.2023.1191797

**Published:** 2023-05-15

**Authors:** Shi-Meng Guo, Yi-Ran Zhang, Bing-Xin Ma, Li-Quan Zhou, Ying Yin

**Keywords:** embryonic stem cell, DRP1, zygotic genome activation, totipotency, embryo

## Abstract

Dynamic-related protein 1 (DRP1) is a key protein of mitochondrial fission. In this study, we found that inhibition of activity of DRP1 led to increased levels of cleavage embryo genes in mouse embryonic stem cells (mESCs), which might reflect a transient totipotency status derived from pluripotency. This result indicates that DRP1 inhibition in mESCs leads to a tendency to obtain a new expression profile similar to that of the 2C-like state. Meanwhile, we also noticed that the glycolysis/gluconeogenesis pathway and its related enzymes were significantly downregulated, and the key glycolytic enzymes were also downregulated in various 2C-like cells. Moreover, when DRP1 activity was inhibited from the late zygote when cleavage embryo genes started to express, development of early embryos was inhibited, and these cleavage embryo genes failed to be efficiently silenced at the late 2-cell (2C) stage. Taken together, our result shows that DRP1 plays an important role in silencing cleavage embryo genes for totipotency-to-pluripotency transition.

## Introduction

Mitochondria are important and dynamic double membrane-bound organelles, and the balance of fission and fusion maintains their physiological functions (Youle and van der Bliek, 2012; Wai and Langer, 2016; Giacomello et al., 2020; Li et al., 2021). The guanosine triphosphatases (GTPases), which are well conserved in mammals, are responsible for this dynamic process (Youle and van der Bliek, 2012; Wai and Langer, 2016). As for the fission process, the dynamic-related protein 1 (DRP1), a member of the cytosolic dynamin family, is recruited by *Mid49*, *Mid51*, and *Mff* to function in mammalian mitochondria (Schmitt et al., 2018; Kleele et al., 2021; Li et al., 2021). Mitochondrial fission is essential for development, and it is demonstrated that the knockout of *Drp*1 in mice caused death of early embryos. In addition, the loss of *Drp1* seriously affects the maturation of oocytes and the establishment of maternal epigenome in preimplantation embryos (Udagawa et al., 2014; Li et al., 2021; Adhikari et al., 2022). Interestingly, the CRISPR-Cas9 system has been used to generate DRP1-knockout embryonic stem cells (ESCs), which showed significantly impacted mitochondrial metabolism and global gene expression profiles (Seo et al., 2020).

Mitochondria produce ATP for energy through oxidative phosphorylation (OXPHOS), which, in stem cells, is thought to rely mainly on glycolysis. Because of mitochondrial elongation, deletion of mitochondrial fission factors such as *Drp1*, *Mff*, or *Fis* resulted in increased OXPHOS and intracellular ATP concentration and decreased glycolysis (Seo et al., 2020). Recent studies have shown that mitochondria play an important role in the regulation of stem cell activity in terms of metabolism (Matilainen et al., 2017; Zhang et al., 2018; Ludikhuize et al., 2020). The intermediates in the mitochondrial metabolic pathway are closely related to key enzymes, which regulate chromatin and protein modification such as histones, methylation, and acetylation (Gafni et al., 2013; Carbognin et al., 2016; Matilainen et al., 2017; Zhang et al., 2018). Upregulation of mitochondrial transcripts and metabolism with activated STAT3 promotes the proliferation of mouse ESCs and the reprogramming of EpiSCs (Li et al., 2021). The inhibition of histone deacetylase (HDAC), which is dependent on NAD^+^, drove ESCs to a more naive state *in vitro* (Giacomello et al., 2020). In addition, sirtuin enzymes and mitochondrial metabolite NAD^+^ together regulate the post-translational modifications (PTMs) of proteins to orchestrate cell fate (Wai and Langer, 2016; Chini et al., 2021).

During early embryonic development, the developmental program depends on the degradation of maternal mRNAs and zygotic genome activation (ZGA) (Aoki et al., 1997; Srinivasan et al., 2020; Cheng et al., 2022). A great mass of transcripts and widespread changes in chromatin that occurred during the ZGA event complicated the regulatory module at this specific point. ZGA starts at the zygote stage and becomes robust at the 2-cell (2C) stage in mice, and thousands of 2C-specific genes (2C genes, ZGA genes, or cleavage embryo genes) (we refer to 2C gene in the following) are abruptly upregulated, such as *Zscan4* and *Dux* (De Iaco et al., 2017; Srinivasan et al., 2020; Grow et al., 2021). ZGA is controlled by different mechanisms including the expression of specific transcription factors (TFs) and the activity of RNA polymerase (Grow et al., 2021; Wang et al., 2022).

Our previous studies have shown that DRP1 deactivation led to mitochondrial abnormalities and thus affected the normal development of embryos (Li et al., 2021), but its effect on cell fate control remains unclear. In particular, mitochondrial division inhibitor-1 (Mdivi-1), which can inhibit the activity of DRP1, has been proposed to selectively inhibit mitochondrial division in mammals (Cassidy-Stone et al., 2008; Bordt et al., 2017). Herein, we use both mouse early embryos and mouse ESCs to investigate how DRP1 activity is involved in totipotency-to-pluripotency transition.

## Methods and materials

### Cell culture and treatment

The mouse ESC line AB2.2 was seeded on mitotically inactivated MEF feeder cells in the N2B27 medium with 2i, 0.4 μM PD0325901 (Stemgent, United States), 3 μM CHIR99021 (Stemgent, United States), and LIF (1000 U/mL) in tissue culture dishes (Buecker et al., 2014). Mdivi-1 was dissolved by DMSO for dilution to the designated concentration. ESCs were treated with 50 μM Mdivi-1 (MedChemExpress, United States) and cultured for a certain amount of time for further examination. The medium was changed every day, and the cells were cultured in humidified conditions with 5% CO_2_ at 37°C.

### Embryo collection and Mdivi-1 treatment

Female ICR mice (7–8 weeks) were injected with 10 IU of pregnant mare serum gonadotropin (PMSG, Sansheng, China). After 48 h, female mice were injected with 10 IU of human chorionic gonadotropin (hCG, Sansheng, China) and then let to mate with adult male ICR mice. Zygotes were collected from the oviduct ampulla of female mice with vaginal plugs 16 h later. Zygotes were cultured in the KSOM medium with or without 200 μM Mdivi-1 at 37°C in a humidified atmosphere of 5% CO2.

### Real-time PCR

Total RNA was extracted from 50 oocytes or 5 × 10^5^ cells using the TRIzol reagent (Invitrogen, United States), following the manufacturer’s instructions, and cDNA synthesis was completed using the Hifair 1st Strand cDNA Synthesis Kit (Yeasen Biotechnology Co., Ltd., China). RT-PCR was performed with the SYBR Green Master Mix (Yeasen Biotechnology Co., Ltd., China) with the ABI 7500 Real-Time PCR system (Applied Biosystems, United States). Mouse *Zscan4* (Forward: 5′- GAG​ATT​CAT​GGA​GAG​TCT​GAC​TGA​TGA​GTG-3′ and Reverse: 5′- GCT​GTT​GTT​TCA​AAA​GCT​TGA​TGA​CTT​C-3′), *Zfp352* (Forward: 5′- ACC​ACC​TCA​AAG​AAC​ACC​AG-3′ and Reverse: 5′- ACA​AGG​GAC​AAG​CGT​AGA​AC-3′), were normalized against *Gapdh* (Forward: 5′-TCT​TCC​AGG​AGC​GAG​ACC​C-3′ and Reverse: 5′-CGG​AGA​TGA​TGA​CCC​TTT​T-3′), and the quantification of the fold change was determined by the comparative CT method.

### Western blot

The samples (10^6^ cells/line) were lysed with the 100 μL RIPA buffer (Sangon Biotech, China), and the lysates were separated by SDS–polyacrylamide gel electrophoresis at 110 V for 60 min. Separated proteins were then transferred onto the nitrocellulose filter membrane at 350 mA for 60 min in ice. The membranes were blocked in PBS (Solarbio, China) with 1% (wt/vol) BSA (Sangon Biotech, China) for 1 h at room temperature and then incubated with primary antibodies overnight at 4°C. The primary antibodies against DRP1 (1:1000, 8570, CST, United States) and GAPDH (1:1000, 10494-1-AP, Proteintech Group, Inc., United States) were used. After washing three times, the membrane was incubated with HRP-conjugated goat anti-rabbit IgG (H + L) (1:5000, SA00001-2, Proteintech Group, Inc., United States). Solutions A and B of the ECL chemiluminescent solution (Affinity Biosciences, K002, United States) were mixed in a ratio of 1:1 to cover the membrane for incubation. The membrane was protected from exposure to light. Images were collected using a gel imager (Image Lab Software, Bio-Rad) in the dark.

### RNA-seq

For mouse ESCs, total RNA was extracted by the TRIzol reagent (Invitrogen, United States) from 5 × 10^5^ cells for each group, followed by standard RNA-seq library preparation (TruSeq RNA Sample Preparation Kit, Illumina). For late 2-cell embryos, 8–10 embryos were collected after 16 h *in vitro* culture for each group in lysis components with ribonuclease inhibitors, and amplification was further carried out by the Smart-Seq2 method by BGI Genomics Co., Ltd., China. Qualified libraries were loaded onto the Illumina HiSeq platform for PE150 sequencing. Raw reads were processed with cutadapt v1.16 to remove adapters and perform quality trimming with default parameters except for a quality cutoff of 20 and a minimum length of 20. Trimmed reads were mapped to the mouse genome (GENCODE release M23) using STAR with default settings. Reads were counted in exons of the mouse genome, using the STAR-quantMode GeneCounts setting. RSEM was used to calculate the FPKM value. Differentially regulated genes in DESeq2 analysis were defined as those which were more than two-fold increased or decreased with adjusted *p* < 0.05. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed by Metascape (https://metascape.org). Volcano plot, heatmap, bar chart, and bubble chart were generated by R software.

### ChIP-seq

ChIP-seq was performed using a Hyperactive *In-Situ* ChIP Library Prep Kit for Illumina (pG-Tn5) (Vazyme, Nanjing, China), according to the manufacturer’s procedure with the appropriate antibodies H3K4me3 (9297, CST, United States), H3K27me3 (ab6002, Abcam, United Kingdom), and Pol II (39097, Active motif, United States).

### Statistical analysis

Data were presented as the mean ± SEM. All experiments were replicated more than three times. Statistical comparisons were made with the Mann–Whitney U test for the analysis of two groups. Analyses were conducted by SPSS 20 software (IBM). A *p*-value <0.05 (*p < 0.05) was considered statistically significant.

## Results

### Expression of cleavage embryo genes was increased in *Drp1*-KO ESCs

We first analyzed the RNA-seq data (GSE148959) on mouse ESCs with knocked-out mitochondrial fission factors (Seo et al., 2020). The results showed that deletion of mitochondrial fission factors, such as *Drp1*, *Mff*, or *Fis*, resulted in the change in gene expression in ESCs compared with the control group (Figure 1A). There were more than 700 differentially expressed genes in *Drp1*-KO ESCs, and nearly half of them were upregulated or downregulated (Figure 1A). There were about 1000 differentially expressed genes in *Mff*-KO ESCs and 600 differentially expressed genes in *Fis*-KO ESCs (Figure 1A). There was no significant difference in the expression of pluripotency factors such as *Oct4*, *Sox2*, and *Nanog* in *Drp1*-KO, *Mff*-KO, and *Fis*-KO ESCs, respectively, compared with the control group (Figure 1B). It was also reported that the pluripotency of the three knockout ESC lines was not affected (Seo et al., 2020). Next, we scrutinized the differentially expressed genes of the three knockout ESC lines (*Drp1*-KO, *Mff*-KO, and *Fis*-KO) and found that deletion of mitochondrial fission factors led to the upregulation of many 2C genes (cleavage embryo genes) (Figure 1C). In the *Drp1*-KO ESC line, 2C genes were mostly obviously upregulated (Figure 1C). GO analysis showed that DEGs were enriched in mRNA processing and mitochondrial metabolism in *Drp1*-KO cell lines (Figure 1D). The mitochondrial metabolic pathway is closely related to the pluripotent state of ESCs (Mandal et al., 2011; Rodrigues et al., 2015) and also participates in the regulation of 2C gene expression in ESCs and embryos (Nagaraj et al., 2017; Hu et al., 2020). These results suggest that the mitochondrial fission factor *Drp1* is involved in the regulation of 2C gene levels in mouse ESCs.

**FIGURE 1:**
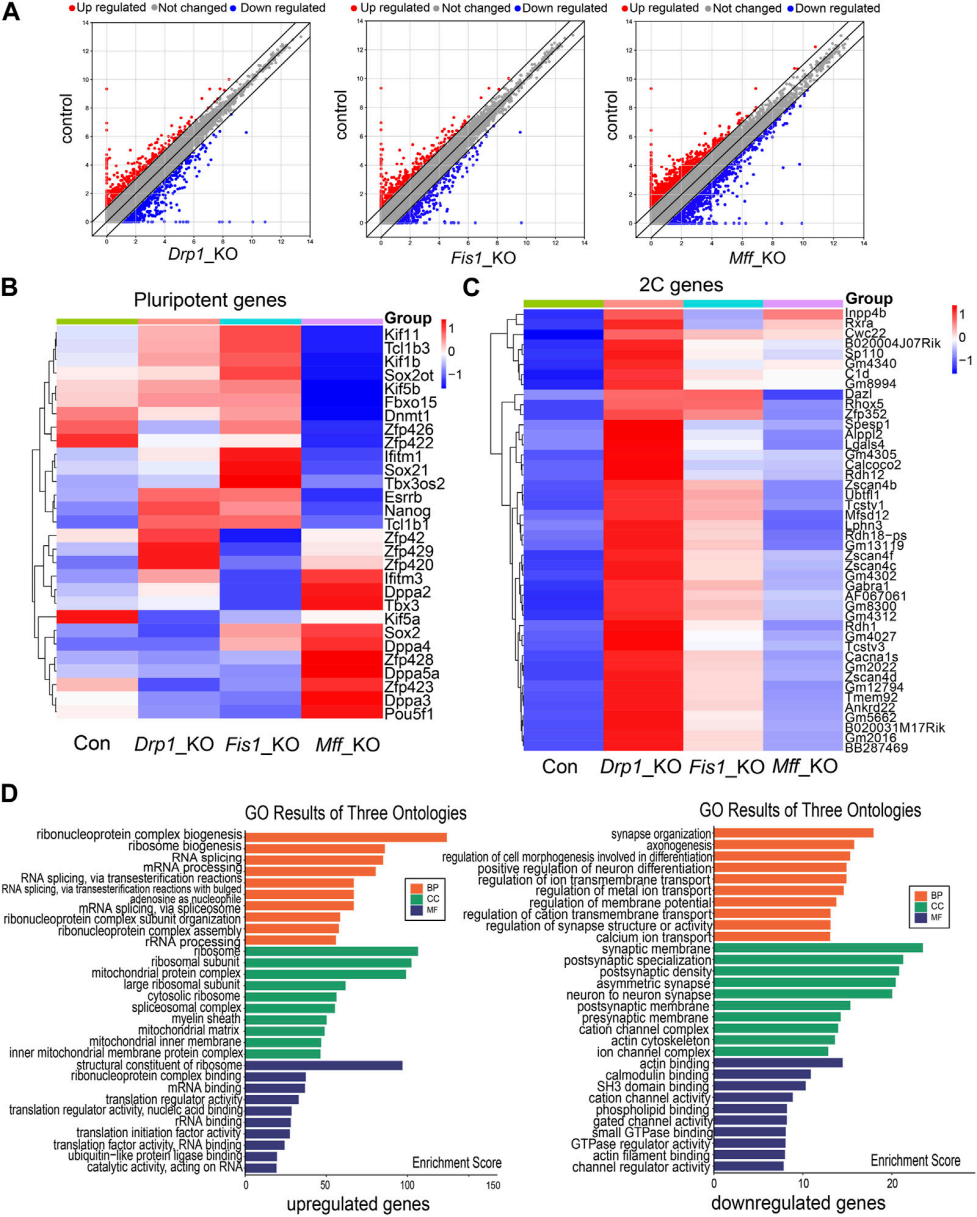
RNA-seq data analysis on ESC lines with knockout of various mitochondrial fission factors. **(A)** Scatter plots of differentially expressed genes in *Drp1-*KO ESCs (left), *Fis*-KO ESCs (middle), and *Mff*-KO ESCs (right) compared with control ESCs. Heatmap of differential expression of pluripotent genes **(B)** and 2C genes **(C)** in *Drp1-*KO ESCs, *Fis*-KO ESCs, and *Mff*-KO ESCs compared to the control group. **(D)** Gene Ontology (GO) enrichment analysis of upregulated (left) and downregulated genes (right) in *Drp1*-KO ESCs compared to control ESCs.

### Inhibition of DRP1 promoted expression of 2C genes in mouse ESCs

Mdivi-1 is a cellular permeable selective inhibitor of DRP1. In this study, we inhibited the activity of DRP1 in mouse ESCs by adding Mdivi-1 to the ESC medium. We first treated ESCs with Mdivi-1 at different concentrations for 24 h. However, when the drug concentration was very high, the morphology of ESC clones worsened and the cells died (Supplementary Figure S1). After comparison, we treated mouse ESCs with a concentration of 50 μM. We then examined the effects of drug treatment time on stem cell status. However, ESCs gradually died after treatment with 50 μM Mdivi-1 for more than 24 h (Figure 2A). Therefore, in this study, we treated ESCs with 50 μM Mdivi-1 for 24 h for subsequent detection. Western blot analysis confirmed that the expression of DRP1 was decreased after treatment of ESCs with Mdivi-1 (Figures 2B, C). Next, RNA-seq data on ESCs before (control group) and after (treatment group) Mdivi-1 treatment were analyzed. Compared with the control group, there were 1,129 differentially expressed genes in the treatment group, among which 647 genes were upregulated and 482 genes were downregulated (Figure 2D). Among these significantly upregulated genes, we noticed several typical 2C genes (Figure 2E and Supplementary Figure S2A). Moreover, the results of qRT-PCR proved that 2C genes such as *Zscan4* and *Zfp352* were indeed significantly upregulated (Figure 2F). In addition, we noticed no significant changes of transposon expression upon Mdivi-1 treatment (Figure 2G). Notably, our results also showed no significant changes in the expression of pluripotent genes in Mdivi-1-treated ESCs (Figure 2H). These results implied that the transition of totipotency-to-pluripotency may be disrupted by the abnormal activity of mitochondria, resulting in failed silencing of 2C genes.

**FIGURE 2:**
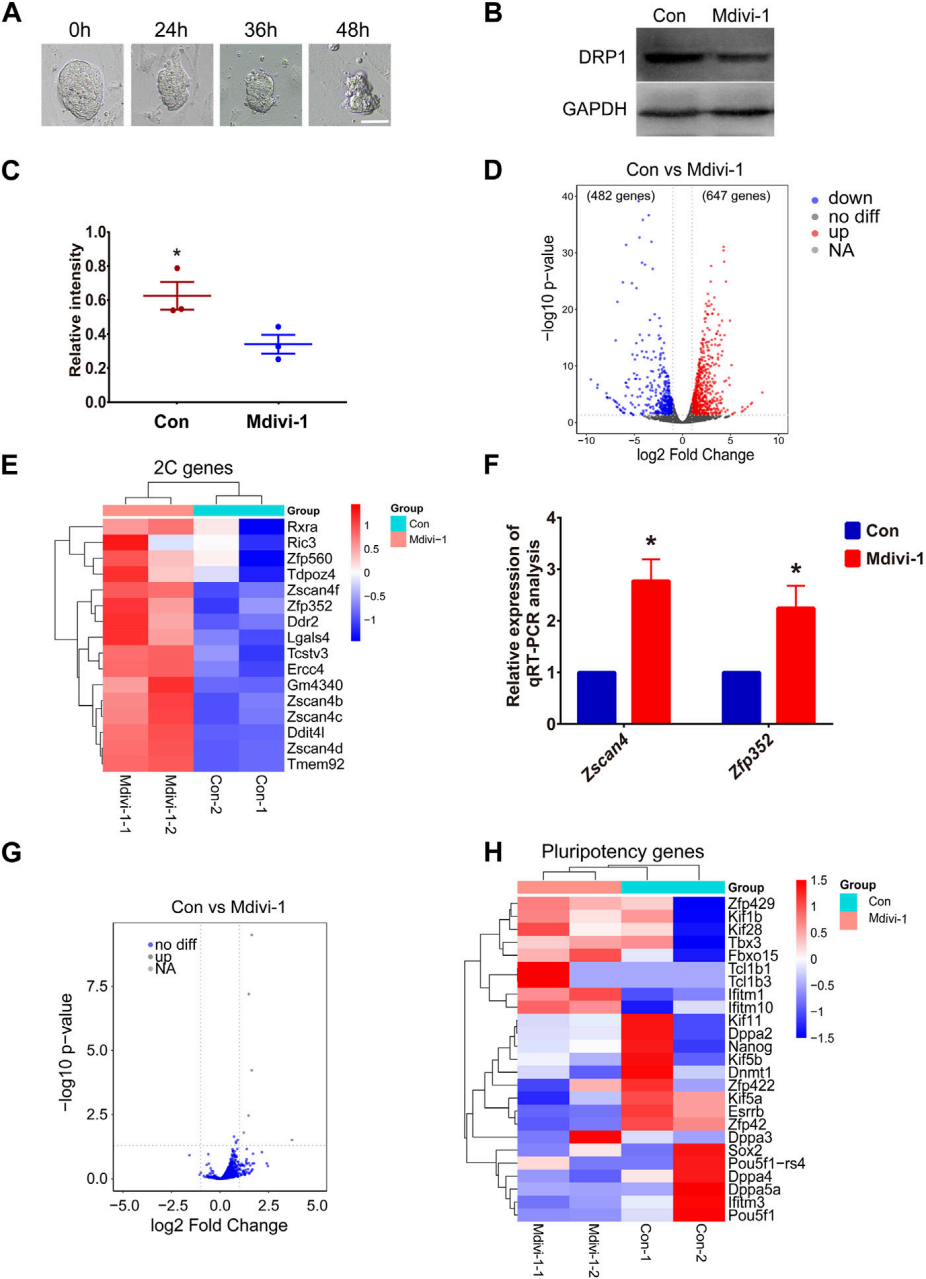
The expression level of 2C genes in Mdivi-1-treated ESCs increased compared to control ESCs. **(A)** DIC images of ESCs in 50 µM Mdivi-1 treatment after culturing for 0, 24, 36, and 48 h, respectively. Scale bar, 50 µm. **(B, C)** Western blotting of DRP1 and the statistical analysis of DRP1 protein level in control and Mdivi-1-treated ESCs. GAPDH was used as the internal control. *p < 0.05. **(D)** Volcano plot comparing differentially expressed genes (1129 genes) between Mdivi-1-treated ESCs and the control group. The value of |log2 fold-change| to mark the upregulated (red) (647 genes) and downregulated (blue) (482 genes) genes. **(E)** Heatmap of differential expression of 2C genes in Mdivi-1-treated mESCs compared to the control group. **(F)** The relative expression of *Zscan4*, *Zfp352,* mRNA in control and Mdivi-1-treated ESCs. *p < 0.05. **(G)** Volcano plot shows differential expression of transposons in control and Mdivi-1 treatment ESCs. **(H)** Heatmap of differentially expressed genes of pluripotent genes in control and Mdivi-1-treated ESCs.

In addition, gene enrichment analysis showed that these upregulated genes were enriched in “p53” and other pathways (Figure 3A). Studies have shown that P53 promoted *Dux*-mediated 2C gene upregulation (Li et al., 2021). Subsequently, we found that the downregulated genes were enriched in the “glycolysis/gluconeogenesis” pathway (Figure 3B). In these differentially expressed genes, multiple gene encoding enzymes in the glycolysis/gluconeogenesis pathway were downregulated (Figure 3C). These results showed that the glycolysis activity of Mdivi-1-treated cells might be decreased. Previous reports showed that glycolysis activity in *Drp1*-KO ESCs was indeed decreased (Seo et al., 2020), supporting our discovery. Decreased glycolysis pathway activity promoted the activation of the 2C program in ESCs (Hu et al., 2020). In conclusion, inhibition of DRP1 by Mdivi-1 can promote the expression of 2C genes by changing a variety of biological pathways in mouse ESCs.

**FIGURE 3:**
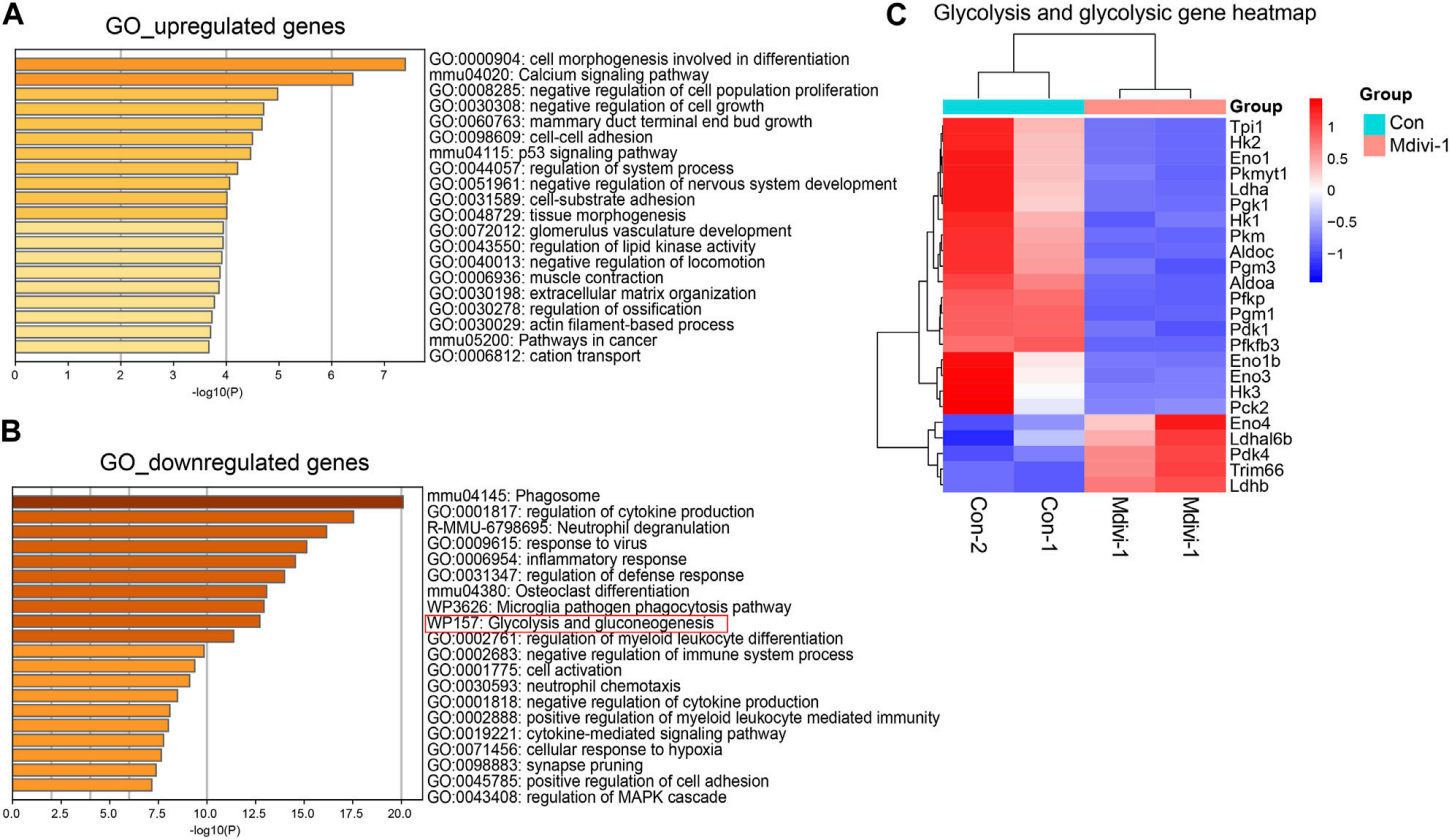
Schematic diagram of RNA-seq data analysis. GO enrichment analysis of upregulated **(A)** and downregulated genes **(B)** in Mdivi-1-treated ESCs compared to the control group. **(C)** Heatmap of differentially expressed genes of glycolysis/gluconeogenesis genes in control and Mdivi-1-treated ESCs.

### Inhibition of DRP1 facilitated the transcriptional activity of 2C genes

To further understand the mechanism of 2C gene upregulation, we detected the enrichment of H3K4me3, H3K27me3, and RNA polymerase II (Pol II) in mouse ESCs after Mdivi-1 treatment. We found that H3K4me3, a marker of transcription initiation, had significantly increased accumulation at transcription start sites (TSSs) of upregulation genes (Figure 4A). In contrast, H3K27me3 was considered a marker of transcriptional inhibition, and accumulation at TSSs of upregulated genes was significantly reduced (Figure 4B). At the same time, we found that Pol II occupation around the upregulated TSSs was increased after Mdivi-1 treatment (Figure 4C). These results suggest that inhibition of DRP1 expression by Mdivi-1 can enhance transcriptional activity by strengthening H3K4me3 and reducing H3K27me3 at TSSs, thereby promoting 2C gene expression.

**FIGURE 4:**
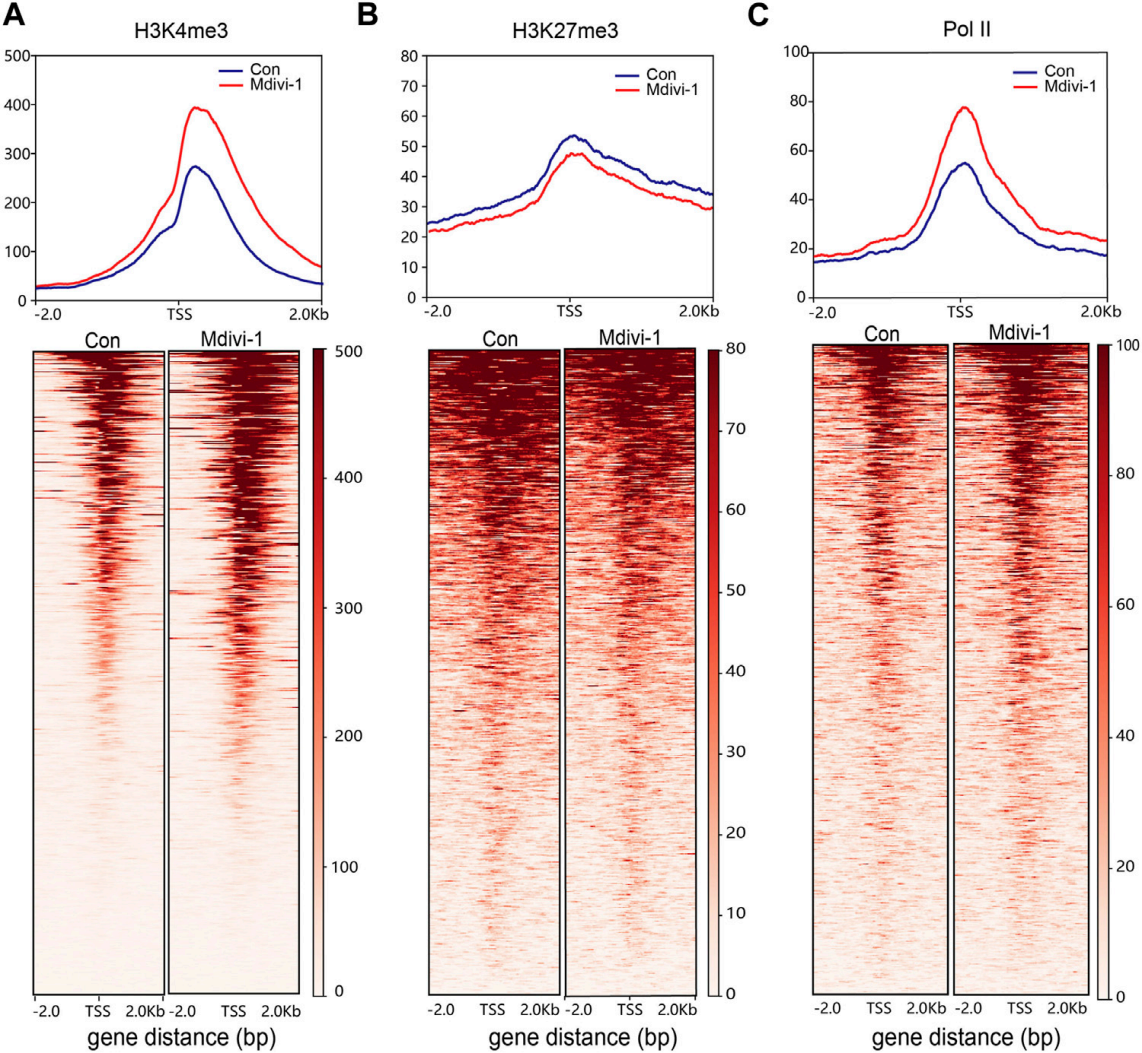
Comparison of H3K4me3, H3K27me3, and Pol II occupancy. The signal intensity diagram of H3K4me3 **(A)**, H3K27me3, **(B)** and Pol II **(C)** at gene promoters (TSS flanking 2 kb) of upregulated genes in the Mdivi-1-treated group compared to the control group (upper) and the heatmap of upregulated genes at gene promoter regions (lower).

### Inhibition of DRP1 led to failed silencing of 2C genes in late 2C embryos

To identify how DRP1 activity is involved in the cell fate control in early mouse embryos, we treated mouse early embryos with Mdivi-1 at the late zygote stage when embryonic transcription started. After culturing the embryos for 96 h, we noticed significant developmental delay upon Mdivi-1 treatment (Figure 5A). 

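Late 2C embryos of ICR mice, an outbred strain, were compared after 16 h of culture with or without 200 μM Mdivi-1, a small-molecule inhibitor of DRP1. RNA of 8 to 10 embryos was amplified by the Smart-Seq2 method, which copies full-length polyadenylated RNA from very few cells and keeps neither the strand nor a tag for single molecules. There were 2 libraries of control embryos and 2 of Mdivi-1-treated embryos. The sources used here do not say whether the 2 libraries of a group came from separate litters, so that p-values measure the spread between these samples, which may be technical. The authors trimmed the reads with cutadapt, mapped them with STAR and counted them in exons with the GeneCounts setting of STAR, which counts reads that map to a single place. The deposited table holds raw counts of 26022 genes, the same counts divided by a size factor per library, and the authors' DESeq2 comparison. The raw counts summed to 20077326 and 18279626 in control replicates 1 and 2, and to 17712075 and 18500928 in Mdivi-1 replicates 1 and 2. Between 14793 and 16311 genes had a count in a library. Transcripts of the 13 proteins encoded by the mitochondrial genome made up 15.1% and 18.8% of the counts in the controls and 16.0% and 14.2% in the treated embryos. Transcripts of cytosolic ribosomal proteins made up 3.26% and 4.45% in the controls and 2.31% and 2.02% in the treated embryos. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.863 between the controls, 0.870 between the treated libraries and 0.802 to 0.855 between the groups. From the raw counts, 14259 genes that passed filterByExpr (at least 10 counts scaled to library size) were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Levels are given as TMM-normalized CPM. DESeq2, the tool of the paper's methods, was run on the same genes, and its adjusted p stands beside that of edgeR.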

The RNA-seq analysis of late 2-cell (2C) embryos showed that 861 genes were differentially expressed in the Mdivi-1-treated group when compared with the control group (Figure 5B). 

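As lists, transcripts that the oocyte stores were higher in Mdivi-1-treated late 2C embryos than in control embryos, by camera with a preset correlation. By the same test, transcripts for ribosomal proteins and ribosome assembly were lower. With an estimated correlation 0 of these lists passed. Genes of S phase and replication had an estimated correlation of -0.028, below the preset 0.01. Their unadjusted p by camera still rose from 0.00548 to 0.0847. Failing that test thus cannot tell correlation between genes from the small number of libraries. Of 55 oocyte and maternal transcripts measured, 44 had a positive log2 fold change, and 17 were higher and 0 lower when adjusted over the list alone. Their median log2 CPM was 5.66 and 5.78 in control replicates 1 and 2 and 6.69 and 6.63 in Mdivi-1 replicates 1 and 2, but their summed CPM was 38102.4 and 78423.2 against 74828.1 and 75947, so that by the sum control replicate 1 alone stood apart. The median log2 fold change was 0.78, with adjusted p = 3.36e-10 by camera with a preset correlation and adjusted p = 0.635 with an estimated correlation. *Nlrp4f*, an oocyte gene of the NLR family with close paralogs, had 108 ± 10.3 CPM (SD, n = 2 libraries) in control and 403 ± 1.81 CPM (SD, n = 2) in treated embryos. Its log2 fold change was 1.90 (standard error 0.29, edgeR adjusted p = 0.136, DESeq2 adjusted p = 5.43e-07). *Uchl1*, a ubiquitin hydrolase abundant in oocytes, had 85.2 ± 7.95 CPM and 244 ± 7.31 CPM, with DESeq2 adjusted p = 0.000254. All 77 cytosolic ribosomal protein genes had a negative log2 fold change, with a median of -0.98. Their median log2 CPM was 7.95 and 8.57 in control replicates 1 and 2 and 7.30 and 7.29 in Mdivi-1 replicates 1 and 2. Camera gave adjusted p = 1.50e-25 with a preset correlation, and adjusted p = 0.786 with an estimated correlation. DESeq2 called 30 of them lower, and edgeR 0 when adjusted over the list alone. *Rps27*, a protein of the small subunit, had 562 ± 295 CPM in control and 156 ± 3.42 CPM in treated embryos (log2 fold change -1.85, standard error 0.41, edgeR adjusted p = 0.153, DESeq2 adjusted p = 0.000167). All 52 ribosome biogenesis genes also had a negative log2 fold change (median -0.73), with adjusted p = 5.42e-13 by camera and adjusted p = 0.635 with an estimated correlation. DESeq2 called 12 of these lower, among them *Nop58*, a core protein of box C/D snoRNPs, at 175 ± 14.2 CPM in control and 65.0 ± 21.3 CPM in treated embryos. Of 72 nuclear-encoded OXPHOS genes, 59 had a negative log2 fold change (median -0.42), with adjusted p = 2.94e-05 by camera, 0.0770 without control replicate 2, and adjusted p = 0.786 with an estimated correlation. *Ndufs1* and *Ndufs8*, subunits of complex I, had log2 fold changes of -2.38 and -1.40. Of 34 genes of RNA polymerase II and elongation, 26 had a negative log2 fold change (median -0.52), with adjusted p = 0.00101 by camera and adjusted p = 0.786 with an estimated correlation. *Polr2h*, a subunit shared by the RNA polymerases, had 390 ± 0.00475 CPM and 154 ± 2.56 CPM. Of 35 genes of S phase and replication, 27 had a negative log2 fold change (median -0.29), with adjusted p = 0.0171 by camera and adjusted p = 0.635 with an estimated correlation. *Mcm6*, a subunit of the replicative helicase, had a log2 fold change of -1.10.

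**Figure D1:**
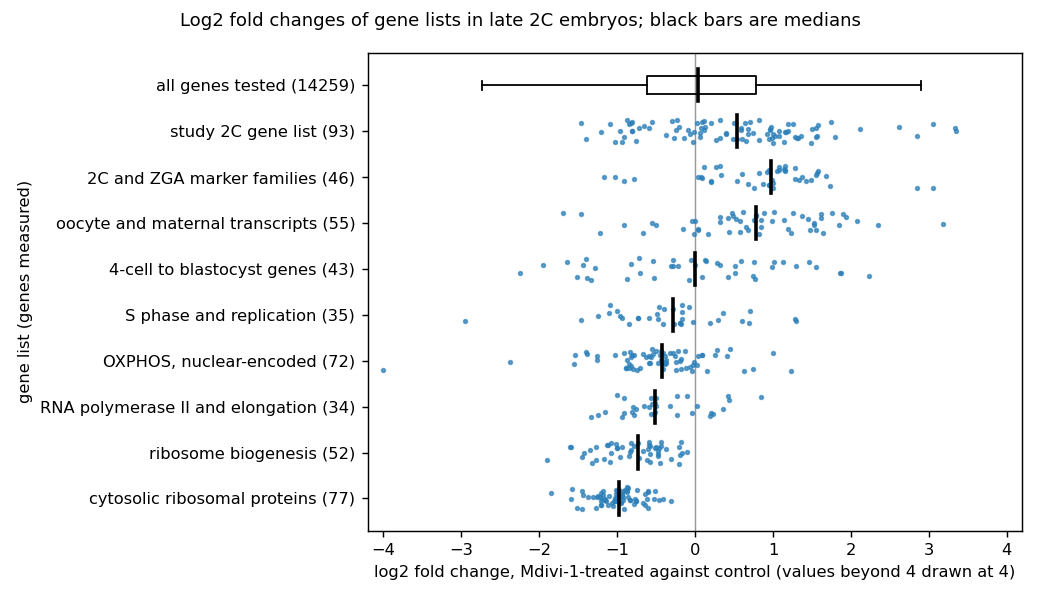
Log2 fold change (x axis) of each measured gene, as a dot, in 9 gene lists (y axis, with the number of genes), and of all 14259 genes tested as a box of the quartiles with whiskers and no outliers. Values beyond 4 are drawn at 4, and black bars are medians, at 0.03 for all genes, -0.98 for cytosolic ribosomal proteins and 0.78 for oocyte and maternal transcripts.

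Among single genes with at least 10 CPM, those higher with the smallest p were *Npffr2*, *B4galt4*, *Pla2g4c*, *Rora*, *Pkd2l2*, *Psmf1*, *G6pdx*, *Itga9*, *Slc4a8* and *Sorbs2*. Their DESeq2 adjusted p ranged from 1.34e-11 to 3.12e-05, and their edgeR adjusted p was 0.109 for *Npffr2* and 0.136 for the others. *Npffr2*, a neuropeptide receptor, had 0.14 and 0.13 CPM in the controls and 24.6 and 23.2 CPM in the treated libraries. *Pkd2l2*, a channel protein of the polycystin family, had 183 ± 20.9 CPM and 976 ± 262 CPM (SD, n = 2). *G6pdx*, which encodes the first enzyme of the pentose phosphate pathway, had 18.95 ± 1.19 CPM and 89.0 ± 15.4 CPM. Those lower with the smallest p included *Tomm5*, *Eef1akmt4*, *Ecd*, *Pfdn6*, *Cope*, *Snx3*, *Eif4e2*, *Pafah1b2* and *Klf9*, with DESeq2 adjusted p from 1.45e-09 to 0.000892 and edgeR adjusted p of 0.136 to 0.145. *Tomm5*, a small subunit of the protein import complex of the mitochondrial outer membrane, had 656 ± 127 CPM in control and 138 ± 17.7 CPM in treated embryos. By edgeR's quasi-likelihood test, 0 genes passed an adjusted p of 0.05, and the smallest adjusted p was 0.109. At an unadjusted p under 0.05, 1012 genes were more than 2-fold higher and 799 more than 2-fold lower, or 1138 and 550 when scaled by library totals only and 638 and 778 without Mdivi-1 replicate 2. At more than 2-fold and an adjusted p under 0.05, DESeq2 called 461 genes higher and 389 lower, the edgeR likelihood ratio test 512 and 355, limma-voom 125 and 77, and the quasi-likelihood test without a low-count filter 455 and 364. Of the genes past both thresholds in the authors' deposited table, 848 were tested here, and 848 had the same direction and an unadjusted p under 0.05 by edgeR. DESeq2 called 850 genes with all libraries. Its calls varied widely when a library was left out, but such a fit takes its spread from the other group alone. These calls thus mix the library left out with the group that sets the spread.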

Among the 861 DEGs, 438 genes were overexpressed and 423 genes were downregulated in late 2C embryos. Interestingly, we found the 2C genes, such as *Zfp352* and *Zscan4d*, were upregulated in Mdivi-1-treated embryos (Figure 5C and Supplementary Figure S2B), and this was similar to what happened in mouse ESCs. 

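All 16 2C genes drawn in Figure 5C had a positive log2 fold change in Mdivi-1-treated embryos, with a median of 1.24. In 15 of them both treated libraries lay above both controls, which chance gives in 16.7% of genes. The study picked these genes for a figure of the same samples, so that this share does not test their direction. *Zfp352*, a zinc finger gene transcribed at the 2C stage, had 169 ± 59.0 CPM (SD, n = 2 libraries) in control and 504 ± 10.9 CPM (SD, n = 2) in treated embryos. It lies on chromosome 4 of GRCm38 from 90218820 to 90225702 (ENSMUSG00000070902). Its log2 fold change was 1.57 (standard error 0.34, edgeR adjusted p = 0.153, DESeq2 adjusted p = 0.000347). *Zscan4d*, a member of the *Zscan4* cluster on chromosome 7, lies from 11161374 to 11166159 of GRCm38 (ENSMUSG00000090714). It had 188 and 214 CPM in the controls and 323 and 657 CPM in the treated libraries (log2 fold change 1.28, standard error 0.39, edgeR adjusted p = 0.209, DESeq2 adjusted p = 0.0175). Its near-identical neighbours *Zscan4c*, *Zscan4b* and *Zscan4f* had log2 fold changes of 3.06, 2.85 and 1.49, with DESeq2 adjusted p of 6.44e-05, 0.00160 and 0.00930. *Zscan4c* had 49.8 and 8.99 CPM in the controls and 140 and 350 CPM in the treated libraries. *Zscan4b* had 6.37 and 2.76 against 18.6 and 47.6 CPM, and *Zscan4f* 35.2 and 67.5 against 144 and 145 CPM. The size of the *Zscan4c* and *Zscan4b* changes thus depends on the library. Reads shared between these copies make the value of each uncertain. *Zfp560*, another zinc finger gene, had a log2 fold change of 1.19 and DESeq2 adjusted p = 0.0305. DESeq2 called these 6 genes and did not call the other 10. *Ddit4l* (0.96), *Tmem92* (0.82), *Ric3* (0.70), *Ercc4* (0.68), *Tdpoz4* (0.60) and *Ddr2* (0.50) had smaller log2 fold changes. *Rxra* (2.62) and *Lgals4* (1.51) were measured at under 10 CPM in each library. *Gm4340* (1.31) had 21.8 and 110 CPM in the controls. *Tcstv3* had 171 and 567 CPM in the controls against 410 and 442 CPM in the treated libraries (log2 fold change 0.21), and -0.41 without control replicate 1. By edgeR, 8 of the 16 genes passed when adjusted over the list alone, which is not independent evidence of their direction, since the study picked the genes of this figure, and the figure reports these samples. Without Mdivi-1 replicate 2, DESeq2 called 0 of the 6 genes above (adjusted p from 0.0644 for *Zfp352* to 0.615 for *Zscan4d*). Without Mdivi-1 replicate 1 it did not call *Zfp352* (0.116), *Zscan4f* (0.286) and *Zfp560* (0.52), and without control replicate 1 it did not call *Zfp560* (0.0889). In these fits the group that keeps both libraries alone sets the spread, so that a lost call need not come from the library left out. The paper describes the higher level of 2C genes such as *Zfp352* and *Zscan4d* as similar to the change in mouse ESCs. From it the paper concludes that inhibition of DRP1 promotes 2C gene expression at this stage.

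**Figure D2:**
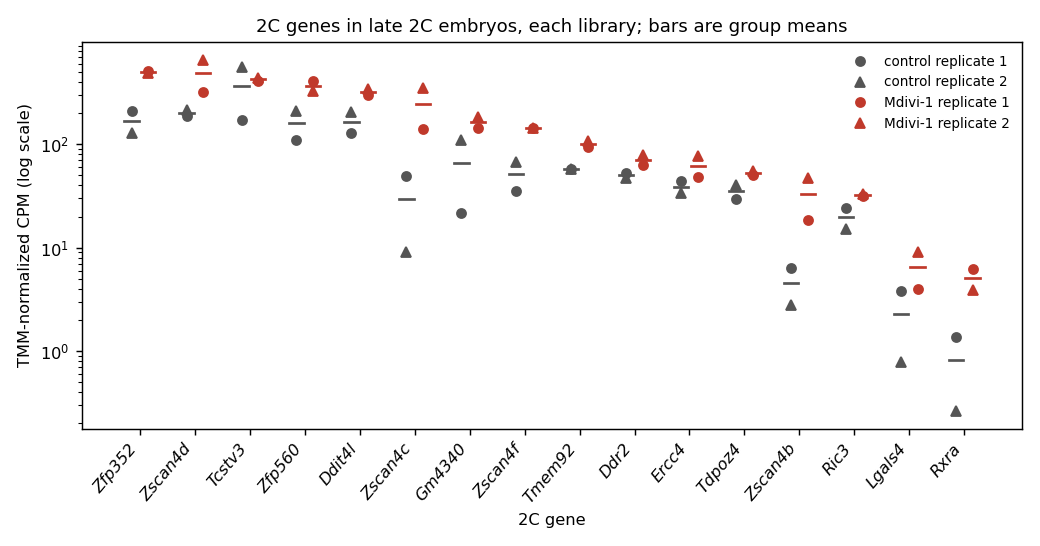
TMM-normalized CPM (log scale, y axis) of the 16 2C genes of Figure 5C (x axis) in each library, with control libraries in grey and Mdivi-1-treated libraries in red, and bars at the group means. For *Tcstv3* control replicate 2 (567 CPM) lies above both treated libraries, and in the other 15 genes both treated libraries lie above both controls.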

We also found no general differences in retrotransposon expression at the late 2C stage after DRP1 inhibition, which was also similar to that in mouse ESCs (Figure 2G; Figure 5D). 

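The 2C genes of Table S1 and of the multicopy 2C families had positive median log2 fold changes in Mdivi-1-treated late 2C embryos. Of the members of Table S1 counted here as near-identical copies (*Zscan4*, *Tdpoz*, *Tcstv*, *Trim43* and *Eif1a*-like genes, and gene models named Gm), 25 of 26 had a positive log2 fold change (median 1.05), and of the other 67 members, 38 did (median 0.09). Of 46 measured members of 2C and ZGA marker families (such as *Zscan4*, *Obox*, *Pramel* and *Eif1a*-like genes), 42 had a positive log2 fold change, 8 were higher and 0 lower when adjusted over the list alone, and DESeq2 called 11 higher and 1 lower. Their median was 0.97, with adjusted p = 3.18e-08 by camera with a preset correlation and adjusted p = 0.786 with an estimated correlation. *Obox1* and *Obox2*, homeobox genes of the oocyte and early embryo that overlap in the annotation of chromosome 7 and have near-identical copies, had 109 ± 1.68 and 90.3 ± 11.5 CPM in control (SD, n = 2 libraries) and 350 ± 17.6 and 242 ± 12.7 CPM in treated embryos (SD, n = 2). Their log2 fold changes were 1.68 and 1.42, with edgeR adjusted p of 0.136 and 0.149 and DESeq2 adjusted p of 1.50e-05 and 0.000895. *Obox6*, the 1 family member that DESeq2 called lower, had 1218 ± 301.4 CPM and 539.5 ± 155.2 CPM (log2 fold change -1.175, DESeq2 adjusted p = 0.0117). *Trim43a*, *Trim43b* and *Trim43c*, the other members with a negative log2 fold change, had -0.91, -0.78 and -1.025. *Obox6* and the *Trim43* genes were named after their values were seen. Of the 2C gene list in Table S1, 93 genes were measured, of which 63 had a positive and 30 a negative log2 fold change (median 0.54). The median log2 CPM of this list was 5.46 and 5.57 in control replicates 1 and 2 and 6.02 and 6.26 in Mdivi-1 replicates 1 and 2. Its summed CPM was 10907.9 and 18826.1 against 16537.7 and 18874.4, so that by the sum control replicate 1 alone stood apart. DESeq2 called 14 higher and 2 lower, but 13 and 9 without control replicate 1, 27 and 1 without control replicate 2, 3 and 0 without Mdivi-1 replicate 1, and 0 and 1 without Mdivi-1 replicate 2. By edgeR 1 was higher and 0 lower when adjusted over the list alone. *Os9*, which encodes a lectin of ER-associated degradation, had 1.94 ± 0.34 CPM in control and 19.8 ± 0.07 CPM in treated embryos, with a log2 fold change of 3.34 and DESeq2 adjusted p = 0.000250. *Eif4a3l1* and *Pramel19*, members of multicopy families, had log2 fold changes of 1.75 and 1.80. Among the 1012 genes more than 2-fold higher at an unadjusted p under 0.05, 16 belonged to this list where 6.60 were expected (Fisher's exact test, two-sided, p = 0.000784). Among the 799 lower genes 3 did where 5.21 were expected (p = 0.493 from the same exact test). Without control replicate 1 the overlaps were 16 higher and 9 lower genes (p = 0.0644 and 0.214 by the exact test). By camera the list was higher with adjusted p = 0.00288, but adjusted p = 0.786 with an estimated correlation, 0.421 without control replicate 1 and 0.582 without the near-identical copies named above.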

In conclusion, inhibition of DRP1 can effectively promote the expression of 2C genes in late 2C embryos, while 2C genes are supposed to be silenced at this stage to start mid-implantation development and facilitate totipotency-to-pluripotency transition. In addition, the enrichment of Pol II at the differentially expressed genes in the late 2C stage with and without Mdivi-1 treatment was also examined. As expected, Pol II had significantly increased accumulation at TSSs of upregulated genes in late 2C embryos upon Mdivi-1 treatment (Figure 5E). In contrast, the enrichment of Pol II at TSSs of these downregulated genes was reduced obviously (Figure 5E).

**FIGURE 5:**
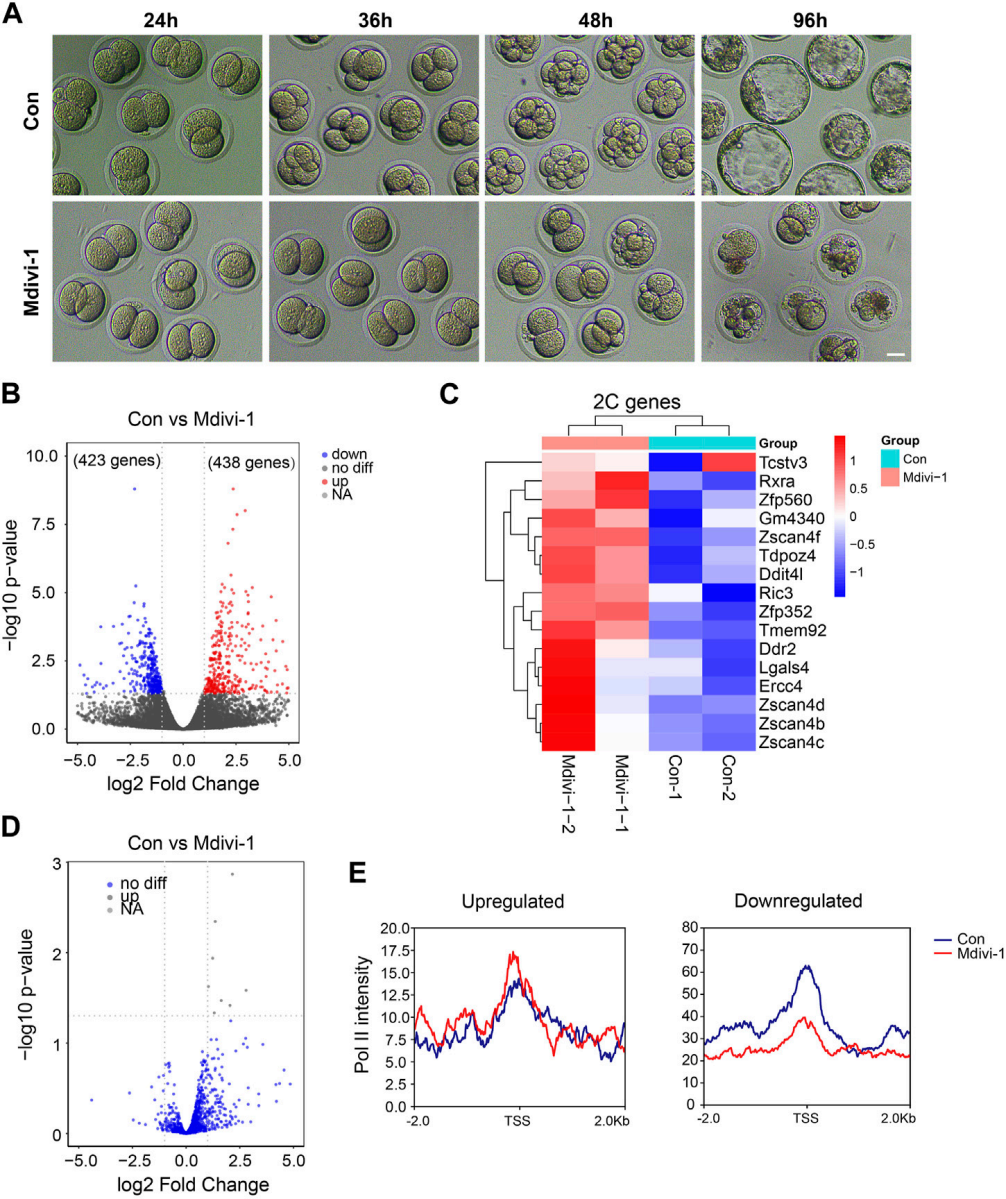
Mdivi-1 treatment impacted 2C gene expression in late 2-cell mouse embryos. **(A)** DIC images of early embryonic development in control and 200 µM Mdivi-1-treated groups after culturing for 24, 36, 48, and 96 h, respectively. Bar = 20 µm. **(B)** Volcano plot showing differentially expressed genes (861 genes) between Mdivi-1-treated embryos and control embryos. |log2 fold-change| marks the upregulated (red) (438 genes) and downregulated (blue) (423 genes) genes. **(C)** Heatmap of differential expression of ZGA genes in Mdivi-1-treated embryos compared to control embryos. **(D)** Volcano plot showing the expression changes of transposons in Mdivi-1-treated mouse embryos compared with control embryos. **(E)** Signal intensity diagram of Pol II at TSSs of upregulated and downregulated genes in Mdivi-1-treated group (red) compared to the control group (blue).

Taken together, our results showed that DRP1 activity is important in early mouse embryos to silence 2C genes at the late 2C stage to drive developmental programs for the totipotency-to-pluripotency transition.

## Discussion

A transient ESC subpopulation displays totipotent features by expressing a set of genes, which are activated in 2C embryos (Le et al., 2020). In the mouse ESC culture medium, the 2C-like state is transient and can be transformed back into pluripotency, and the process is dynamic and reversible (Fu et al., 2020). Studies have shown that pluripotent stem cells and 2C-like cells have different metabolic pathways (Zhao et al., 2021). Mitochondrial function maintained the proliferation of self-renewing ESCs (Mandal et al., 2011). RNA-seq analysis shows knocked-out mitochondrial fission-related factors, such as *Drp1*, *Fis*, or *Mff*, does not affect the expression of pluripotent genes in ESCs (Seo et al., 2020). However, we noticed that the 2C gene levels were increased in KO-ESCs (Seo et al., 2020). In our study, the mitochondrial fission inhibitor Mdivi-1 was used to effectively inhibit DRP1 activity, even at the protein level. In addition, treatment with Mdivi-1 could effectively increase the expression of 2C genes such as *Zscan4* and *Zfp352* in ESCs. This is in agreement with the result from *Drp1*-KO ESCs. It was suggested that the cellular pluripotency transformation disorder appeared due to inhibition of mitochondrial activity, which resulted in failed silencing of totipotency-related genes.

In this study, we identified that Mdivi-1 treatment facilitated the expression of 2C genes through accumulated H3K4me3 modification and reduced H3K27me3 modification. H3K4me3 is associated with gene activation (Liu et al., 2016). It is reported that highly upregulated 2C genes are correlated with the deposition of H3K4me3 (Zhang et al., 2021). The proportion of H3K4me3 tended toward TSSs was significantly increased in 2C-like cells compared with ESCs, which is similar to 2C embryos (Zhang et al., 2021). In our previous study, we noticed disturbed ZGA events in early 2C embryos treated with Mdivi-1 (Li et al., 2021). Interestingly, 2C genes were increased in late 2C embryos upon Mdivi-1 treatment. The role of retrotransposons in the regulation of transcription cannot be ignored, but our analysis results showed that the changes in transposons were not obvious, indicating that the upregulation of 2C genes may not be regulated by transposons. We propose that it was due to important roles of mitochondrial fission not only in totipotency establishment but also in the totipotency-to-pluripotency transition.

GO analysis in this study showed that the activity of the glycolysis/gluconeogenesis pathway decreased upon DRP1 inhibition, and the glycolysis/gluconeogenesis pathway-related enzymes were indeed significantly downregulated. Many stem cells including ESCs appear to be more dependent on glycolysis to produce adenosine-5 ′-triphosphate (ATP) than differentiated cells, and this phenomenon is similar to cancer cells (Rafalski et al., 2012). The highly active glycolysis pathway maintains the expression of pluripotent factors and the pluripotent state of mouse ESCs (Mandal et al., 2011). Notably, glycolysis participation is a key step in the transformation of terminally differentiated cells into induced pluripotent stem cells (iPSCs) (Varum et al., 2009; Rafalski et al., 2012). The expression level of pluripotency markers was increased when the activity of mitochondria was inhibited by chemical conditions, while pluripotency gene expression was not significantly affected in ESCs after Mdivi-1 treatment in our study. In *Drp1*-KO ESCs, the decreased activity of the glycolysis pathway was found, but there was no significant difference in the expression of pluripotent factors (Seo et al., 2020). Related studies have shown that the inhibition of the glycolysis pathway can promote the expression of 2C genes in ESCs (Hu et al., 2020). Pyruvate produced by the glycolysis pathway will participate in the mitochondrial TCA cycle. Acetyl-CoA is produced by mouse ESCs through the action of threonine dehydrogenase as an important source of energy metabolism (Mandal et al., 2011; Shyh-Chang et al., 2013). In addition to the downregulation of the glycolysis/gluconeogenesis pathway, a decrease in lipid kinase may lead to a decrease in lipid metabolic efficiency. Recent studies indicated that lipid metabolism has gradually become a critical regulator of stem cell differentiation (Mandal et al., 2011; Knobloch et al., 2013). The products of lipid metabolism also eventually participate in the TCA cycle. Although we did not find the significant changes in the TCA cycle in GO analysis, RNA-seq analysis showed that the expression of *Pck2* was downregulated. Therefore, we hypothesized that decreased glycolytic pathway activity caused by abnormal mitochondrial fission would indirectly promote the upregulation of 2C genes in ESCs. This may be due to the change in metabolite quantity in the glycolysis/gluconeogenesis pathway, which indirectly affects TCA products and 2C gene expression. This deserves further experimental verification.

## Conclusion

Our results showed that inhibition of DRP1 induced the increased levels of 2C genes in both mouse ESCs and mouse late 2C embryos, which may be due to the disturbed transition from totipotency-to-pluripotency status. After Mdivi-1 treatment, the intensity of H3K27me3, which is associated with gene repression, was decreased at the TSSs of upregulated genes in ESCs. In contrast, increased H3K4me3 occupancy and Pol II deposition at TSSs were observed. Therefore, inhibition of DRP1 stimulated H3K4me3 and Pol II accumulation at 2C genes. In addition, these results implied the change in metabolite quantity in the glycolysis/gluconeogenesis pathway may indirectly affect TCA products and the expression levels of 2C genes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221989.

# Supplementary material for: Regulation of cleavage embryo genes upon DRP1 inhibition in mouse embryonic stem cells
**Source:** Front Cell Dev Biol. 2023 May 15;11:1191797. doi: 10.3389/fcell.2023.1191797
**Supplement:** Supplementary file 2

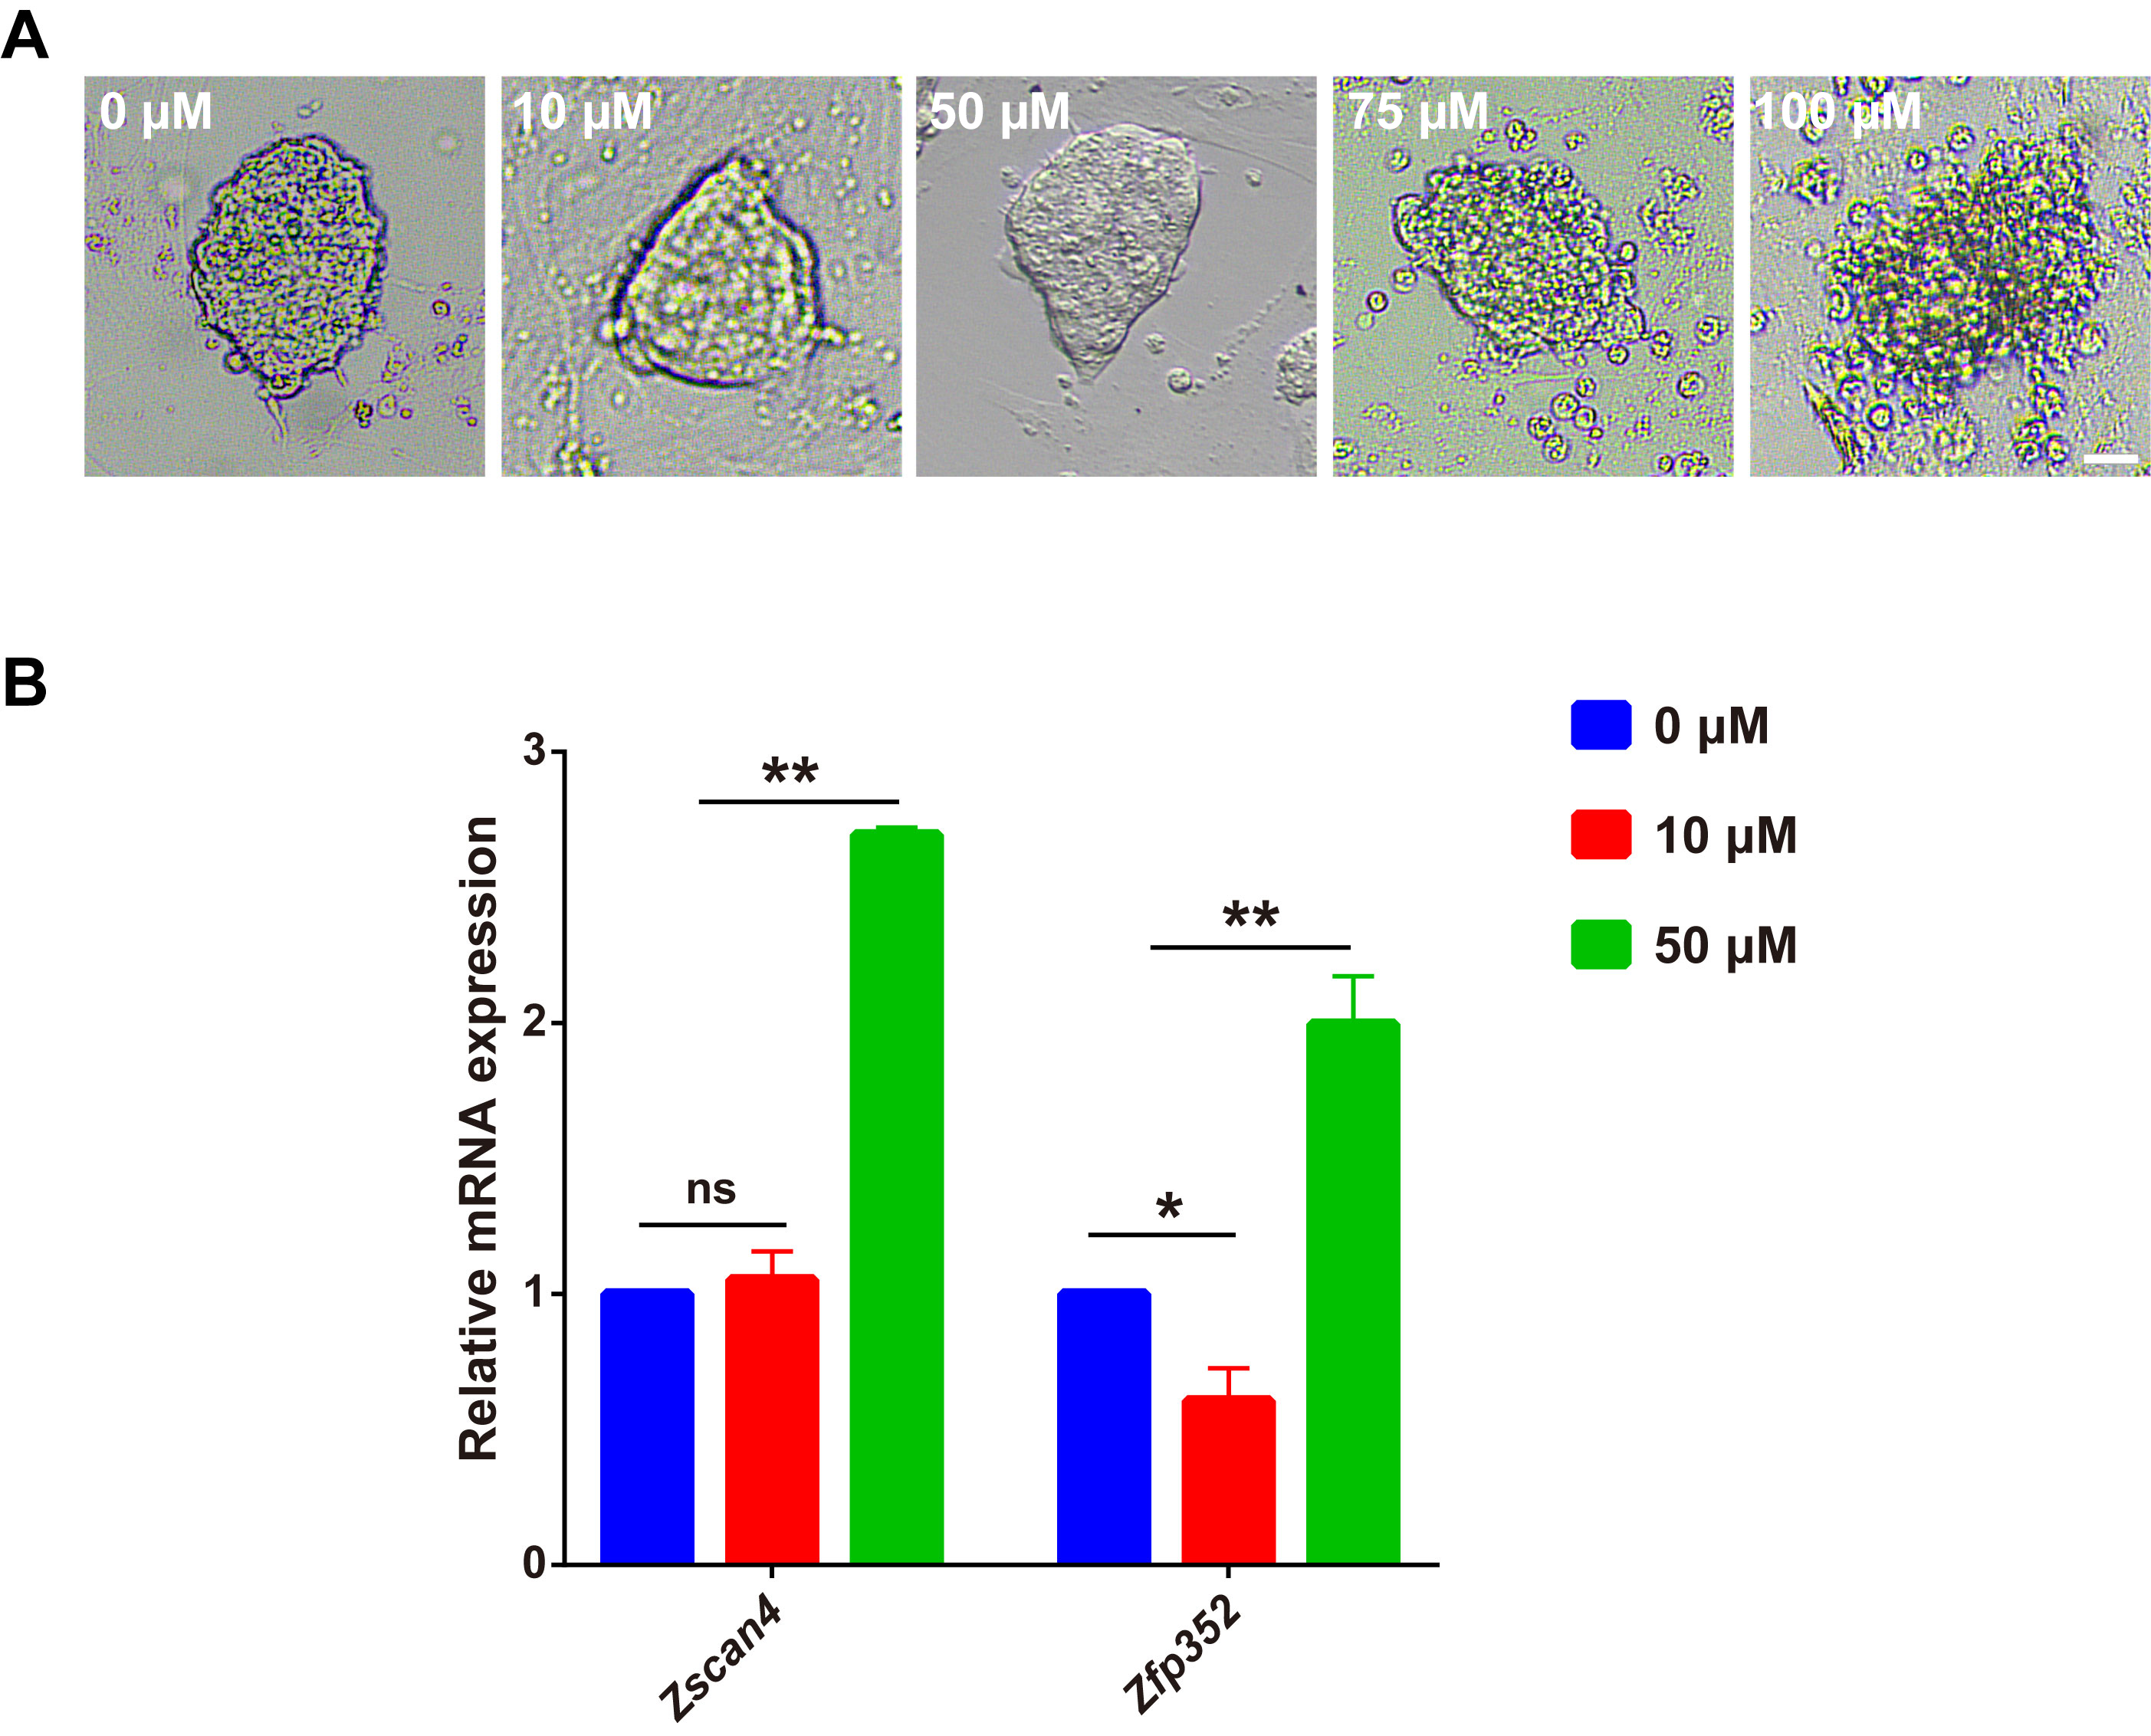

**Fig. S1. Effect of different concentration of Mdivi-1 on ESCs.** (A) DIC images of ESC in 0, 10, 50, 75 and 100 µM Mdivi-1 treatment after culturing for 24 h, respectively. Scale bar, 50 µm. (B) The relative expression of *Zscan4* and *Zfp352* mRNA in 0, 10, and 50 µM Mdivi-1 treatment ESCs. * P < 0.05, ** P < 0.01.

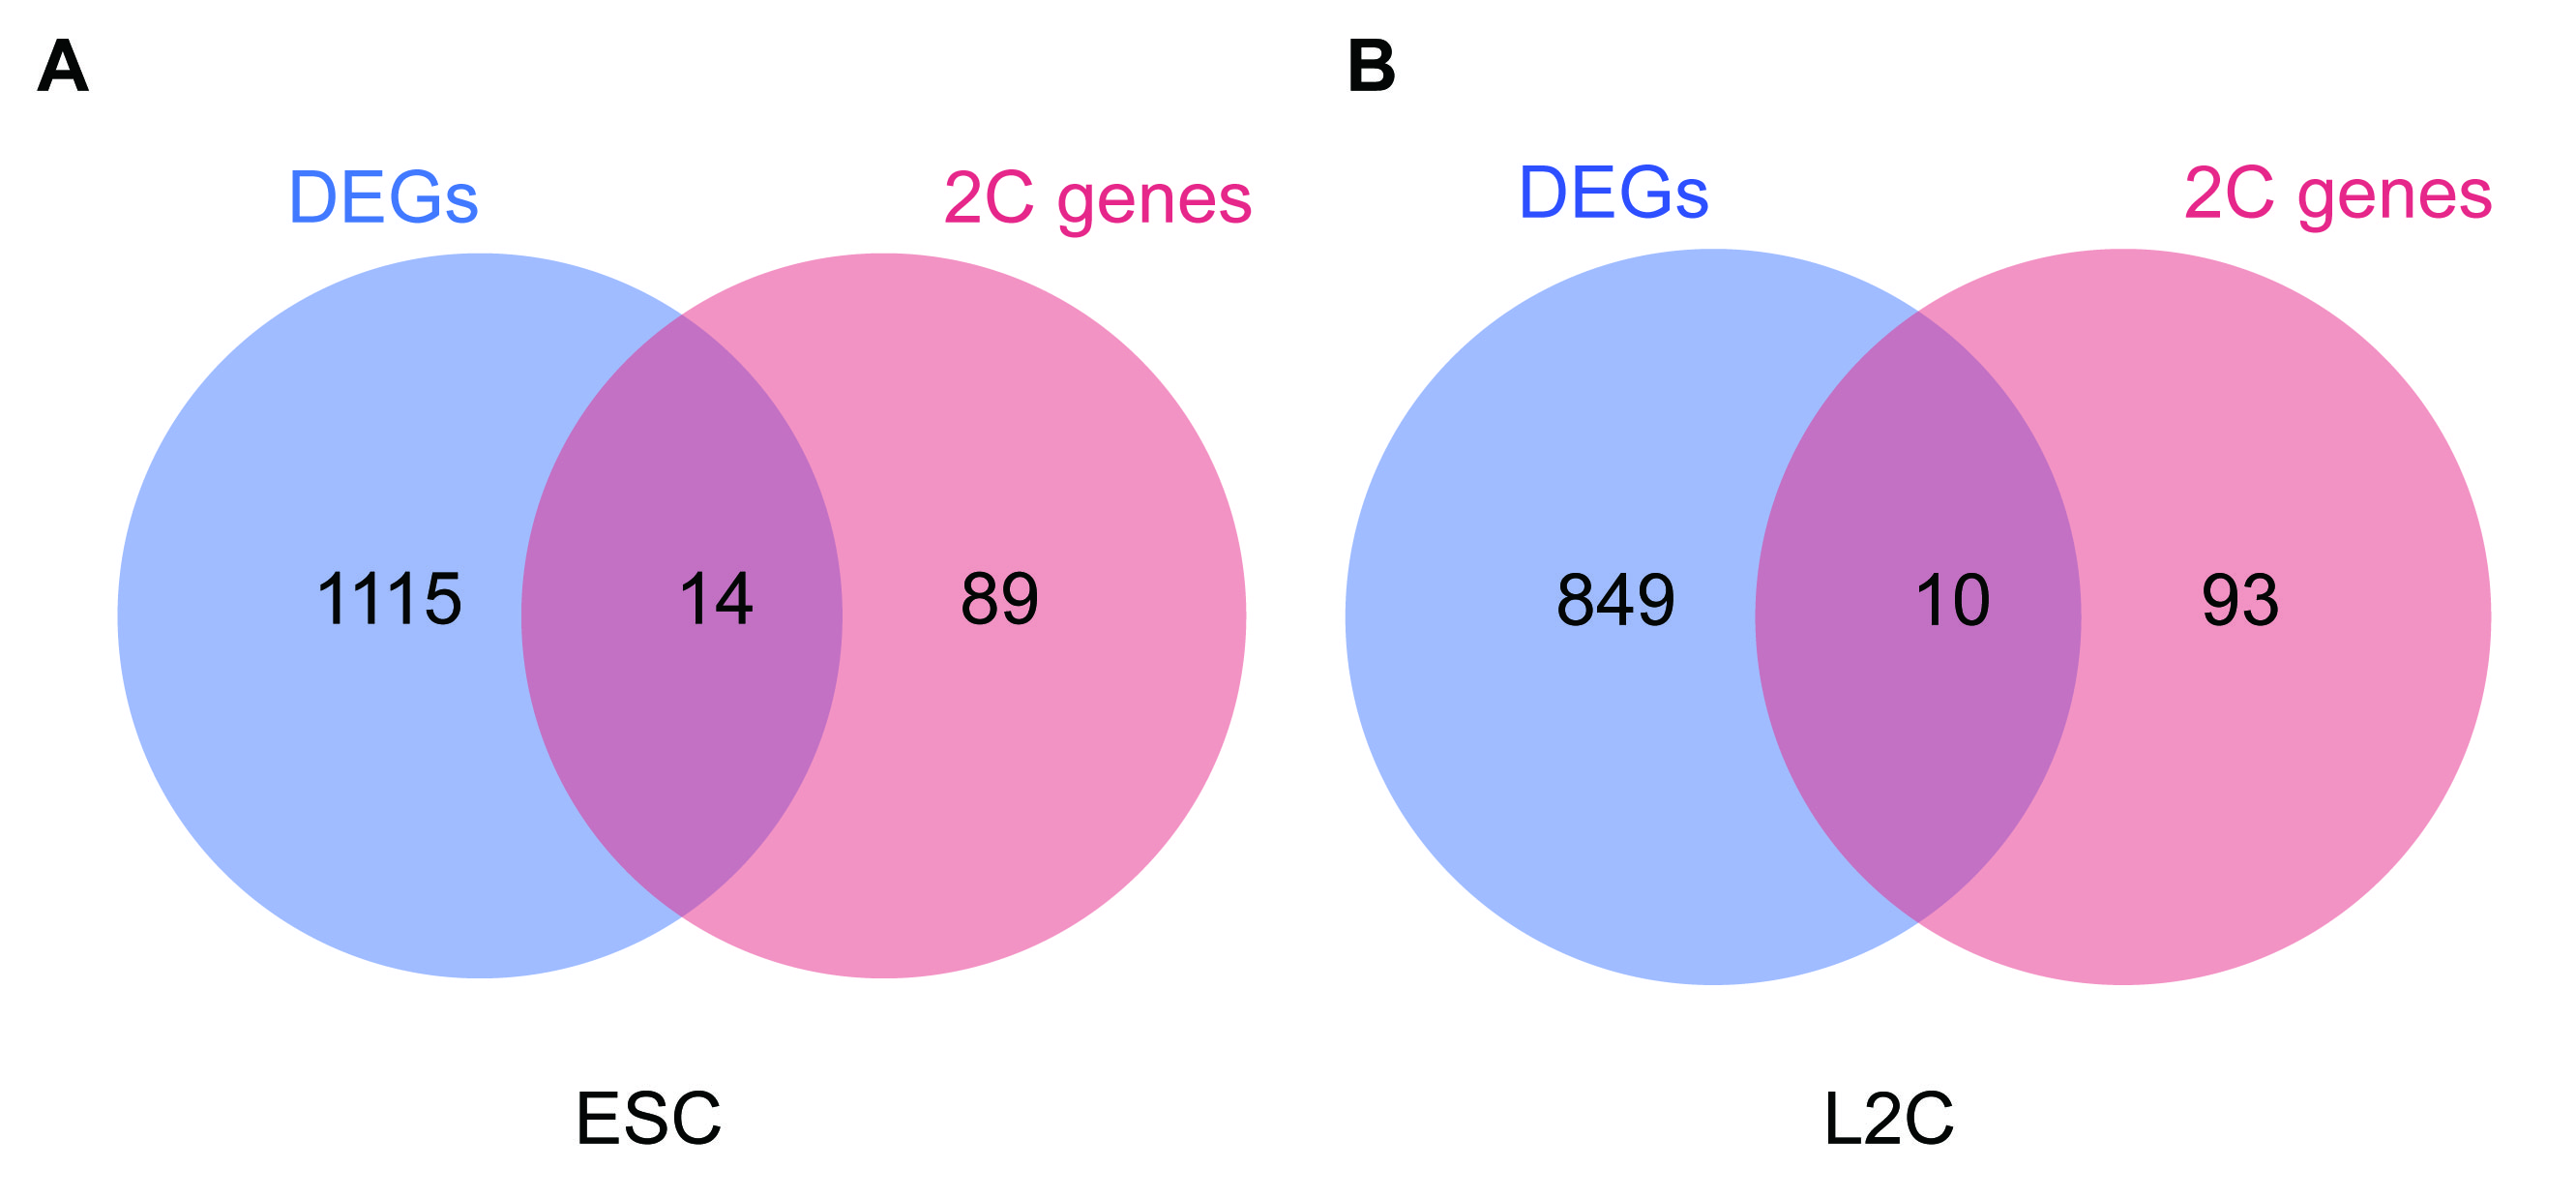

**Fig. S2.** Venn diagram showing the overlap of the differential expressed genes and all 2C genes in Mdivi-1 treated ESCs (A) and Mdivi-1 treated mouse embryos (B).

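Panel B of this Venn diagram sets the genes that differed between Mdivi-1-treated and control late 2C embryos beside the 2C gene list of Table S1. The genes that differed are those with more than 2-fold change and an adjusted p under 0.05 by the authors' DESeq2 analysis. In the authors' deposited table, 10 symbols of the list as written there fall among these genes, which matches the number printed in the overlap of panel B. The authors' deposited table gives 8 of them as higher in treated embryos, namely *Os9*, *Dazl*, *Zscan4b*, *Zscan4c*, *Zscan4d*, *Zscan4f*, *Zfp560* and *Zfp352*, and 2 as lower, namely *Fbxo15* and *Pramel7*. Matching 14 older names of the list by their Ensembl IDs adds *Eif4a3l1*, *Eif1ad3*, *Pramel19*, *Pramel20* and *Pramel24*, which are higher in the authors' deposited table. The overlap then has 13 higher and 2 lower genes. Of the symbols in the list, 102 matched a row of the deposited table, and 93 of these had enough counts to be tested.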

How the deposited data were processed for this re-analysis (not part of the article)

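RNA of late 2C mouse embryos was analysed, with 2 libraries of control embryos and 2 of embryos cultured for 16 h with 200 μM Mdivi-1. The paper gives 8 to 10 embryos for each group. The paper's statistics section describes replication and a Mann-Whitney test in general, and does not say which libraries came from separate litters.

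The authors made the raw counts by trimming reads with cutadapt, mapping them with STAR at default settings and counting uniquely mapped reads in exons with STAR's GeneCounts and the GENCODE annotation. The submitters' processing notes name the genome build as mm10. The authors' deposited table also holds a signal per gene and library, which is the count divided by one size factor per library, and the mean of these over the libraries. The log2 fold changes and their standard errors, the Wald score and the p-values in the deposited table are from the authors' DESeq2 comparison, whose version is not given in the sources used here. The table has 26022 genes, of which 32 have no symbol. Of 25995 genes found in GENCODE M21 by Ensembl ID, 614 have the same start and end in the deposited table as in GENCODE M21 on GRCm38, so coordinates are given from GENCODE M21 and not from the table. Near-identical copies (such as *Zscan4*, *Obox*, *Nlrp* and *Pramel* genes) lose reads in counts of uniquely mapped reads, and Smart-Seq2 keeps no strand, so that overlapping and antisense genes share reads.

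From the raw counts, genes were kept by filterByExpr of edgeR 4.0.16 at its minimum count of 10, which left 14259 genes. They were normalized by TMM and tested with edgeR's quasi-likelihood test, two-sided, in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. The standard errors printed with log2 fold changes were worked back from this test, which gives none itself. Those of DESeq2 differ, for example 0.381 against 0.414 for *Rps27*. The biological coefficient of variation was 0.66. TMM factors were 1.10 and 0.834 in control replicates 1 and 2 and 1.05 and 1.04 in Mdivi-1 replicates 1 and 2. Each library was counted as a replicate because the labels give it as one. Between the libraries of a group, the chi-square per degree of freedom was 124 in controls and 56 in treated embryos. It measures counting error only, which amplified reads can exceed in any library, so that it does not tell separate samples from technical ones. DESeq2 1.42.0, limma-voom of limma 3.58.1 and the edgeR likelihood ratio test were run on the same genes. An adjusted p that DESeq2 gives as missing was left out of its counts.

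Before the data were examined, 28 gene lists were fixed, together with the tests and the alternatives. Each list was tested with camera at a preset correlation of 0.01 between genes, with adjustment over the 28 lists, and with an estimated correlation as an alternative. Lists were matched to the table by symbol and, for older symbols, by Ensembl ID. The rule for named genes was also fixed before: every gene of Figure 5C, *Dnm1l* and a few genes of fission and pluripotency, up to 10 genes in each direction, and up to 4 genes of each list with the smallest p. The 10 in each direction were to be those past the adjusted threshold with the largest fold change. Since no gene passed it, they are those with the smallest unadjusted p among genes with at least 10 CPM whose treated libraries lie both above or both below both controls, without gene models named Gm or Rik. A gene that this rule names is not reported here. Values of Figure 5C had been seen before the rule was written.

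The alternatives were other scalings (DESeq2's size factors and library totals), no low-count filter, a filter of at least 1 CPM in at least 2 libraries, the other tests, the replicate number as a block, each library left out in turn, and the 2C list without near-identical copies. Random lists matched on expression, or on expression and exonic length, were drawn 10000 times. The tests were checked on simulated counts of the 14259 genes with 50 genes changed at each of 4 fold sizes. The quasi-likelihood test recovered 6 of 50 genes changed 2-fold, 34 of 50 changed 4-fold, 38 of 50 changed 8-fold and 46 of 50 changed 16-fold, with 17 false calls. DESeq2 recovered 10, 39, 44 and 49 of 50, with 60 false calls. With no gene changed, the quasi-likelihood test made 0 calls, limma-voom 0, the likelihood ratio test 5 and DESeq2 13. Transposons, Pol II binding and mouse ESCs were not analysed here.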

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

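The comparison of the 2C genes with the oocyte transcripts was chosen only after the result was seen, as were the test of scaling on the median of the ribosomal protein list itself, the SD of its differences between libraries, and leaving shared genes out of the second list of oocyte transcripts and *Pramel* genes out of the 2C list.

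These 6 gene lists lie outside the genes that the paper discusses for embryos, and each differed from the other genes between treated and control embryos by camera. Cytosolic ribosomal proteins had a median log2 fold change of -0.98, ribosome biogenesis genes of -0.73, and oocyte and maternal transcripts of 0.78. Nuclear-encoded OXPHOS genes had a median of -0.42, genes of RNA polymerase II and elongation of -0.52, and genes of S phase and replication of -0.29. With an estimated correlation, 0 of these lists passed an adjusted p of 0.05. The smallest unadjusted p of that camera test was 0.0391, for oocyte and maternal transcripts. Failing it cannot tell correlation between genes from the small number of libraries.

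Ribosomal protein transcripts were lower by a median of -0.98, and random lists matched on exonic length and expression had medians of -0.50 to -0.08. Genes of like exonic length and expression were thus lower too, but by less. This argues against annotated exonic length as the whole cause. Lengths of the mRNAs present were not measured, so that mRNA length stays open. Without each library in turn the list stayed lower (camera with a preset correlation, adjusted p of 1.06e-45 to 5.07e-13, but 0.786 with an estimated correlation and all libraries), and the median log2 CPM differed between treated and control libraries by -1.28, -1.27, -0.66 and -0.65, which argues against 1 library as the whole cause. The controls differed from each other by 0.62, which leaves a margin of 0.03, smaller than the SD of these 4 differences (0.36), so that the spread between libraries stays open. Scaling by library totals moved the median of all genes from 0.03 to 0.14 and left this list at -0.81, the value nearest to 0 of 3 scalings, which argues against the choice among these scalings as the whole cause, while amounts per embryo were not measured. An earlier stage of the treated embryos is a candidate explanation. Oocyte transcripts of a second list had a median of 0.61 (40 genes, matched random lists -0.48 to 0.17), or 0.60 without 3 genes that other lists hold. Genes of translation, proteasome and chaperonin had one of -0.77 (65 genes, -0.38 to 0.12). Both lists are of kinds already seen to shift in the same libraries. They do not test an earlier stage against other causes.

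The list of 2C genes was higher by a median of 0.54, above matched random lists (-0.34 to 0.13). Its summed CPM was 10907.9 and 18826.1 in control replicates 1 and 2, and 16537.7 and 18874.4 in Mdivi-1 replicates 1 and 2. By that sum only control replicate 1 stood apart. By camera the list had adjusted p = 0.00288 with a preset correlation, but adjusted p = 0.786 with an estimated correlation. Its 67 members outside the *Zscan4*, *Tdpoz*, *Tcstv*, *Trim43* and *Eif1a*-like families and the Gm gene models had a median of 0.09. This was inside their matched random lists (-0.36 to 0.22), and the 62 left without 5 *Pramel* genes had the same median. By the median, the rise of the list lay in the near-identical copies (25 of 26 positive, median 1.05). Only uniquely mapped reads were counted. This split cannot show whether reads shared between copies add to the rise, which stays open. For the multicopy 2C and ZGA families, the differences between treated and control libraries were 0.38, 1.00, 1.29 and 1.91, and the controls differed by 0.91, so that a single library stays open too. The oocyte and maternal transcripts were also above their matched random lists (0.78, against -0.40 to 0.17), which an earlier stage of the treated embryos would give. With an estimated correlation, camera gave these transcripts adjusted p = 0.635. Their summed CPM was 38102.4 and 78423.2 in control replicates 1 and 2, and 74828.1 and 75947 in Mdivi-1 replicates 1 and 2. By this sum control replicate 1 alone stood apart. Failed silencing of 2C genes, as the paper proposes, would also give higher 2C genes, and was not tested apart from an earlier stage.

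DESeq2 called 850 genes between treated and control embryos. The 4 libraries can be split into pairs in 3 ways, and the other splits gave 0 and 5 calls. Only the real split, 1 of the 3, gave as many as 850. With 3 splits no share under 0.05 can be had.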

How the results depend on the processing

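DESeq2 without each library in turn, DESeq2 on every row with a count, and the authors' p-values over the genes tested were chosen only after the quasi-likelihood test had called no gene. The number of genes past an adjusted p of 0.05 was 0 with each scaling, with at least 1 CPM in at least 2 libraries and with the replicate block, and 0 to 10 when a library was left out (10 without control replicate 2). It was 819 without a low-count filter, 867 by DESeq2, 870 by the likelihood ratio test, 202 by limma-voom, 894 by DESeq2 on every row and 905 by the authors' p-values. With more than 2-fold change these were 819, 850, 867, 202, 880 and 890. DESeq2 called 1458 genes without control replicate 1, 840 without control replicate 2, 90 without Mdivi-1 replicate 1 and 222 without Mdivi-1 replicate 2, or 1360, 803, 90 and 222 past 2-fold, of which 629, 469, 80 and 151 were also called with all libraries. At an unadjusted p and more than 2-fold, the count of 1811 was 1688 to 2190 under the other scalings, filters and tests, 1692 with the replicate block, and 1068 (without Mdivi-1 replicate 1) to 2509 (without control replicate 1) when a library was left out. The share of higher genes in it was 55.9%, 54.6% with DESeq2's size factors and 67.4% with library totals, where the median log2 fold change of all genes was 0.03, 0.02 and 0.14. Without Mdivi-1 replicate 2 the balance turned, with 638 higher and 778 lower genes. By DESeq2 at an unadjusted p it turned without Mdivi-1 replicate 1 (507 higher and 754 lower) and without Mdivi-1 replicate 2 (545 and 1066). Without Mdivi-1 replicate 2, DESeq2 past 2-fold and an adjusted p of 0.05 called 73 higher and 149 lower, against 611 and 192 without control replicate 2. Where a library was left out, the lone library of its group is assumed to vary like the other group. Without a treated library the controls alone set the spread. They differed more from each other (chi-square per degree of freedom 124, against 56 in treated embryos). The counts of these fits thus mix the library left out with the group that sets the spread. The replicate numbers do not pair the libraries (correlation of deviations over genes 0.0081), and the replicate block changed no call. The cause of these changes was not tested.

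Members of the 2C list past an adjusted p of 0.05 numbered 0 by the quasi-likelihood test, 0 to 2 when a library was left out (2 without control replicate 2), 18 without a low-count filter, 16 by DESeq2, 14 by the likelihood ratio test, 7 by limma-voom, 16 by DESeq2 on every row and 15 by the authors' p-values. By DESeq2 they numbered 22 without control replicate 1 (13 higher and 9 lower), 28 without control replicate 2, 3 without Mdivi-1 replicate 1 and 1 (lower) without Mdivi-1 replicate 2. The adjusted p of this list by camera was 0.00288, and 0.000279 to 0.00484 under the other scalings, filters and limma-voom and with the replicate block. It was 5.09e-08 (without control replicate 2) to 0.421 (without control replicate 1) when a library was left out, 0.786 with an estimated correlation and 0.582 without near-identical copies (*Pramel* genes kept). The overlap of 16 higher genes was 15 to 26 under the other scalings, filters, tests and the replicate block. It was 12 to 32 when a library was left out, and 16 with p = 0.0644 by the exact test without control replicate 1. The overlap of 3 lower genes, fewer than chance, was 1 to 9 when a library was left out, and at 9 without control replicate 1 (p = 0.214 by the exact test) it was more than chance. The cause was not tested.

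Of the 28 lists, 9 passed in each setting except 8 without control replicate 2, where nuclear-encoded OXPHOS had an adjusted p of 0.0770, and 0 with an estimated correlation. Without control replicate 1 the 2C list dropped out and the mitochondrially encoded proteins passed as lower, with an adjusted p of 0.000559. Lists that had not passed turned direction, without passing, as follows. With library totals, the p53 pathway (0.905) and sperm (0.903) did. With no low-count filter, cumulus cells (0.795), fibroblasts (0.750) and sperm (0.795) did. With limma-voom, the p53 pathway (0.973) and sperm (0.973) did. When a library was left out, 7 lists turned in at least 1 of the 4 fits. Over the 4 fits the adjusted p was 0.632 to 0.955 for cholesterol and lipid metabolism, 0.697 to 0.955 for fibroblasts, 0.539 to 0.963 for cumulus cells, 0.000559 to 0.682 for mitochondrially encoded proteins, 0.805 to 0.999 for the p53 pathway, 0.682 to 0.999 for sperm and 0.566 to 0.904 for the TCA cycle. Camera was not run under DESeq2 or the likelihood ratio test, which give it no values. The alternatives for files without counts did not apply.

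Of 141 named genes followed, DESeq2 called 70, the likelihood ratio test 67, no low-count filter 66, limma-voom 43 and the fit without control replicate 2 called 2 (*Npffr2* and *Rora*). The log2 fold change of *Pou5f1* (main value -0.005) turned to 0.05 with library totals, 0.01 with the replicate block and ranged from -0.61 to 0.64 when a library was left out. Over those fits *Tcstv3* ranged from -0.41 to 1.3, *Fis1* from -0.15 to 0.22, *Duxf3* from -0.56 to 2.12 and *Laptm5* from -0.37 to 1.29. *mt-Atp8* ranged from -0.90 to 0.05, *mt-Atp6* from -0.84 to 0.05, *Cd24a* from -0.05 to 0.51 and *Ccdc39* from -0.51 to 1.10, and each of these 9 genes turned in at least 1 fit. At 17712075 to 20077326 counts per library, genes near the filter of 10 counts are measured by few reads.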

Differences from the paper's values

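The paper reports 861 differentially expressed genes, 438 higher and 423 lower, at more than 2-fold and an adjusted p under 0.05 by DESeq2. At these thresholds edgeR's quasi-likelihood test called 0 genes, 0 higher and 0 lower, against 1012 higher and 799 lower at an unadjusted p under 0.05. Of the alternatives set before the data were examined, 3 come within the paper's counts by less than 1.5 times. These are DESeq2 (850 genes, 461 higher and 389 lower), the edgeR likelihood ratio test (867, with 512 and 355) and no low-count filter (819, with 455 and 364). DESeq2 is the tool that the paper's methods name. The alternatives that do not are DESeq2's size factors in edgeR (0), library totals (0), at least 1 CPM in at least 2 libraries (0), the replicate block (0), limma-voom (202, with 125 and 77) and leaving out a library (0 to 10). DESeq2 on every row (880) and the authors' p-values over the genes tested (890), both chosen after seeing the values, also come within them, and of the 861 genes called in the authors' deposited table the first calls 844 with the same direction, and the genes tested hold 848. Of the 850 genes that DESeq2 called here, 820 are called with the same direction in the authors' deposited table, which gives 438 higher and 423 lower.

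The paper names *Zfp352* and *Zscan4d* as higher in treated embryos. Their direction was the same here, but edgeR's quasi-likelihood test gave adjusted p of 0.153 and 0.209. DESeq2 (0.000347 and 0.0175), the likelihood ratio test (0.00268 and 0.0418) and no low-count filter (0.00202 and 0.0178) call both, and limma-voom calls *Zfp352* (0.0283) and not *Zscan4d* (0.0947). Of the 16 genes of Figure 5C, all 16 had a positive log2 fold change here, and 6 pass both thresholds in the authors' deposited table.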

Other observations

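*Dnm1l*, which encodes DRP1, the target of Mdivi-1, had 35.5 ± 3.34 CPM in control and 92.5 ± 1.69 CPM in treated embryos (SD, n = 2 libraries each; log2 fold change 1.38, edgeR adjusted p = 0.153, DESeq2 adjusted p = 0.00952). *Mff*, which recruits DRP1 to mitochondria, had 73.3 ± 0.13 CPM and 201 ± 40.1 CPM (1.46, DESeq2 adjusted p = 0.00122). *Slc25a46*, an outer membrane protein of mitochondrial dynamics, had a log2 fold change of 2.36 (DESeq2 adjusted p = 0.0343). The recruiters *Fis1* (0.05), *Mief1* (0.87) and *Mief2* (-0.44) were not called. Of 21 measured genes of mitochondrial fission and fusion, *Dnm1l*, *Mff* and *Slc25a46* were higher and 0 lower when adjusted over the list alone. The list as a whole had a median of 0.51 and did not pass camera (adjusted p = 0.324).

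Of 43 genes of the 4-cell to blastocyst stages, 21 had a positive and 22 a negative log2 fold change (median -0.01, adjusted p = 0.531 by camera), and DESeq2 called 0 higher and 6 lower, with 2 lower by edgeR when adjusted over the list alone. *Dppa2* and *Dppa4*, chromatin proteins that act upstream of *Dux* in ESCs, had 415 ± 17.6 and 594 ± 114 CPM in control and 152 ± 23.2 and 235 ± 76.3 CPM in treated embryos (DESeq2 adjusted p = 0.000254 and 0.00359). *Folr1*, a folate receptor, and *Prdm14*, a regulator of pluripotency, had log2 fold changes of -1.51 and -2.25. *Duxf3* itself had 36 and 18 counts in control and 18 and 118 in treated replicates 1 and 2. *Pou5f1* (43 and 14 counts in control, 36 and 18 in treated), *Sox2* (53 and 15, against 99 and 137) and *Nanog* (2 and 3, against 3 and 0) were near the lower limit of detection. Of the 21 measured pluripotency genes of Figure 2H, which the paper shows for ESCs, *Ifitm3* was higher and 5 genes were lower when adjusted over the list alone, and the list did not pass camera (median -0.23, adjusted p = 0.191).

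The other lists did not pass camera. Their medians were -0.15 for glycolysis and gluconeogenesis (adjusted p = 0.705), -0.18 for the glycolysis genes of Figure 3C (0.412), 0.07 for the TCA cycle (0.744), -0.30 for mitochondrially encoded proteins (0.470), 0.00 for the p53 pathway (0.969) and -0.16 for stress responses (0.646). They were 0.08 for oxidative stress and xenobiotic response (0.528), -0.01 for cholesterol and lipid metabolism (0.881), -0.24 for G2/M (0.191), -0.16 for repressors of 2C genes and chromatin silencers (0.412) and 0.29 for enzymes of H3K4 and H3K27 methylation (0.547). The paper links glycolysis and p53 to Mdivi-1 in ESCs, which were not analysed here. *Pfkfb3*, a glycolytic regulator, had a log2 fold change of -2.31 (DESeq2 adjusted p = 0.0141). *Tiparp*, a target of the aryl hydrocarbon receptor, had 466 ± 18.2 CPM in control and 1245 ± 31.1 CPM in treated embryos (DESeq2 adjusted p = 9.31e-05). In the list of oxidative stress and xenobiotic response, *Tiparp* and *G6pdx* were higher when adjusted over the list alone. *Max*, a partner of MYC that represses 2C genes in some complexes, was the 1 repressor higher when adjusted over the list alone (log2 fold change 1.76). *Pck2* had 1 and 35 counts in control and 55 and 41 in treated libraries.

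Markers of other cells did not differ as lists: cumulus cells (median 0.30, camera lower, adjusted p = 0.939), sperm (median -0.10, camera higher, 0.969), oviduct (-0.12, 0.744), blood (-0.19, 0.744) and fibroblasts (median -0.10, mean 0.88, camera lower, 0.969). The most abundant were *Ctsl*, also a gene of many other cells, at 930 and 1539 CPM in control and 518 and 690 CPM in treated embryos, and *Mfap5*, at 111 and 123 CPM against 77.0 and 70.6 CPM. DESeq2 called *Ctsl* lower (adjusted p = 0.0356). *Odf2*, a centrosome and sperm tail gene, was higher when adjusted over the sperm list alone (log2 fold change 1.65).

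A hypothesis from these data is that the treated embryos were at an earlier point of the 2C stage than the controls when they were collected, since the paper reports slower development with Mdivi-1 at 96 h (Fig. 5A). In a second list of oocyte transcripts, the median log2 fold change was 0.61, and DESeq2 called 7 of 40 genes higher and 0 lower. This list is of the same kind as the first and was measured in the same libraries. It repeats the shift and does not test an earlier stage against other causes. *Tcl1* had 1440 CPM in control and 3910 CPM in treated embryos, and *Spin1* 3000 and 6590 CPM. Of 65 genes of translation, proteasome and chaperonin, DESeq2 called 0 higher and 8 lower, among them *Psma6* at 608 and 221 CPM. An earlier stage would give these values, but no library of another stage was analysed here, and a difference between collections could give the same. The paper also recalls disturbed ZGA in early 2C embryos with Mdivi-1, and reports that ESCs died when treated for longer. Effects of that kind without a delay were not told apart from an earlier stage. Genes of the 4-cell to blastocyst stages did not shift as a list by their median or by camera (21 positive and 22 negative, median -0.01, adjusted p = 0.531 by camera). DESeq2 called 0 of them higher and 6 lower. Their summed CPM was 6399.8 and 8156.7 in the controls and 3857.8 and 3444.8 in the treated libraries. By this sum both treated libraries lay below both controls. *Dppa5a* alone had 3529 and 5586 CPM of it in the controls and 1986 and 1477 CPM in the treated libraries. In the first list of oocyte transcripts, the summed CPM of control replicate 2 (78423.2) lay above both treated libraries (74828.1 and 75947). *Tcl1*, *Spin1* and *Psma6* were named after their values were seen.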
